# Multilevel comparative analysis of the contributions of genome reduction and heat shock to the *Escherichia coli* transcriptome

**DOI:** 10.1186/1471-2164-14-25

**Published:** 2013-01-16

**Authors:** Bei-Wen Ying, Shigeto Seno, Fuyuro Kaneko, Hideo Matsuda, Tetsuya Yomo

**Keywords:** Transcriptome, Negative epistasis, Genome reduction, Chromosomal periodicity, Regulatory network, Transcriptional change, Genomic interruption, Environmental perturbation, Heat shock, Directionality

## Abstract

**Background:**

Both large deletions in genome and heat shock stress would lead to alterations in the gene expression profile; however, whether there is any potential linkage between these disturbances to the transcriptome have not been discovered. Here, the relationship between the genomic and environmental contributions to the transcriptome was analyzed by comparing the transcriptomes of the bacterium *Escherichia coli* (strain MG1655 and its extensive genomic deletion derivative, MDS42) grown in regular and transient heat shock conditions.

**Results:**

The transcriptome analysis showed the following: (i) there was a reorganization of the transcriptome in accordance with preferred chromosomal periodicity upon genomic or heat shock perturbation; (ii) there was a considerable overlap between the perturbed regulatory networks and the categories enriched for differentially expressed genes (DEGs) following genome reduction and heat shock; (iii) the genes sensitive to genome reduction tended to be located close to genomic scars, and some were also highly responsive to heat shock; and (iv) the genomic and environmental contributions to the transcriptome displayed not only a positive correlation but also a negatively compensated relationship (*i*.*e*., antagonistic epistasis).

**Conclusion:**

The contributions of genome reduction and heat shock to the *Escherichia coli* transcriptome were evaluated at multiple levels. The observations of overlapping perturbed networks, directional similarity in transcriptional changes, positive correlation and epistatic nature linked the two contributions and suggest somehow a crosstalk guiding transcriptional reorganization in response to both genetic and environmental disturbances in bacterium *E*. *coli*.

## Background

The bacterial transcriptome, as one of the important genome-level information, reflects the global cellular activity (*i*.*e*., fitness). Since the fitness and/or activity of the cells is directly influenced by the environmental perturbation (*e*.*g*., heat or cold stress) and genetic disturbance (*e*.*g*., mutations or deletions in genome), the evaluation of the environmental and genetic contributions to transcriptome turns to be highly essential. In recent, the transcriptome analysis (*i*.*e*., gene expression profiling) of bacteria (*e*.*g*., *Escherichia coli*) has been performed extensively using a range of experimental and analytical tools [1-7], to illustrate an overall picture of the biochemical events occurring inside the cells. In particular, to examine the environmental contributions to bacterial transcriptome, gene expression profiling has been tested across multiple environmental conditions in a high-throughput manner [8-10]. As a consequence, the intensive studies on global transcriptional activity contributed by environmental perturbations successfully provided conclusions regarding the molecular mechanisms involved in specific pathways and/or regulatory networks [9,11-14], as well as the theoretical and/or overall outlook in regard to global dynamic changes in transcriptome [15].

However, the genetic contribution to bacterial transcriptome has been rarely reported. Although the previous studies revealed the potential links between transcriptional regulation and chromosome organization [16] and the relation between changes in DNA methylation and chromosomal structure and changes in global gene expression [3,5], whether and how the genomic scars (*e*.*g*., deletions) influence the global transcriptional activity is unclear.

Both genomic and environmental perturbations could initiate a global change in the transcriptome, because both are stressful for living cells. Whether there is any potential linkage between the two contributions is an intriguing question. To address the question, a comprehensive analysis comparing the effects of genomic and environmental interruptions on the transcriptome is highly required. Such analysis would not only enable a comparison of the internal and external influences on the plasticity of genome-wide transcriptional activity but would also provide a valuable example of a global and conceptual assessment of high-throughput biological data. Therefore, a multi-level survey of genomic expression is highly in demand, to show how genomic disturbance causes the global transcriptional reorganization and whether there is any relationship between the contributions of genomic and environmental interruptions to transcriptome.

As a pilot study, we evaluated these two distinct entities, the genome and the environment, at the level of the transcriptome. We addressed how genomic and environmental perturbations contribute to the bacterial transcriptome and whether there is any interaction between the two influences. A multiple deletion *E*. *coli* strain, MDS42 [17], was compared with its wild-type parent strain MG1655 [18,19] in this study. Because of its lack of insertion sequences (ISs) [17,20], MDS42 has been widely used in a number of applications [21-25]; however, its detailed, genome-wide analysis has been rarely reported [21-25]. The genes used for the comparative transcriptome analysis were selected on the basis of the genome sequences of MDS42 and MG1655. The comparison of MG1655 to MDS42 provided insights into genomic disturbance-induced transcriptional reorganization. The evaluation of the heat shock response (a transient response to an elevated temperature) provided insights into environmental perturbation-induced transcriptional changes. We examined whether the losses of insertion elements in genome interrupt the genome-wide transcriptional activity (*i*.*e*., the transcriptome) and whether these multiple deletions in genome and the heat shock stress exert common or different effects on transcriptional changes. Furthermore, we performed multilevel comparative analyses of chromosomal periodicity, regulatory networks, the localization of differential gene expression, transcriptional sensitivity in response to genomic and environmental perturbations and the epistatic effect, that is, a negatively compensated relationship, on the transcriptome of the genome and the environment.

## Results

### Strains and genes subjected to transcriptome analysis

Gene expression was analyzed using a custom, high-density DNA microarray (a single nucleotide tiling array) with a precise and wide quantitative range of mRNA concentrations [26,27], as previously described for genome resequencing [28] and transcriptome analysis [29]. First, the wild-type strain MG1655 and the multiple deletion strain MDS42 [17] were used to examine whether and how removing the nonessential genomic regions in *E*. *coli* contributed to its transcriptome. 

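The transcriptomes were measured on 20 arrays. In exponential growth at 37°C, 7 arrays were from MG1655 and 7 from MDS42, a derivative of MG1655 that carries multiple large deletions. After heat shock, 3 arrays were from MG1655 (MG1655_heatshock) and 3 from MDS42 (MDS42_heatshock). The authors converted the probe intensities of each array into 1 mRNA concentration per gene with the finite hybridization model, which relates probe intensity to target concentration. They included only arrays with highly similar distributions of probe fluorescence intensities, and the deposited values are the log10 of the concentration in pM. The paper's text names no scaling between arrays, and the values were used here as deposited, without further scaling or a filter on low levels. Over all genes and arrays, the levels ranged from −5.27 to 3.74. Across genes, Pearson's r between replicate arrays of the same group was between 0.958 and 0.989 in the 48 pairs. The SD of the median gene was 0.07 over the 7 MG1655 arrays and 0.11 over the 7 MDS42 arrays. The number of arrays limits the precision of each value. Levels were averaged over the arrays of a group, and a change is the difference between the mean log10 levels of 2 groups.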

Repeated experiments were performed with cells grown precisely to mid-exponential phase in minimal medium. The genes shared between the two strains were determined by comparing their genome sequences (MDS42: DDBJ No. AP012306; MG1655: GenBank No. U00096). In total, locus tags (b numbers) were assigned to 4485 and 3778 open reading frames (ORFs) in MG1655 and MDS42, respectively (Figure 1A), which was consistent to the original report [17]. 

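The deposited table held 4499 lines. Of these, 4482 carried a locus tag, and 17 belonged to genes known only from W3110, the strain for which the array was designed. Where several lines carried the same locus tag, the line that joins the parts was kept, and the line of the origin of replication was left out. A total of 4473 genes remained. Of these genes, 4383 had a place in the gene order of the reference annotation of MG1655 (ASM584v2), whereas 90 had none.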

Genes with repeated locus tags were removed from the analysis, for a final total of 4428 genes with locus tags in MG1655. 

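The genes absent from MDS42 are not marked among the 4473 genes of the deposited table, and they were therefore inferred from the levels, as runs of neighboring genes with much lower levels in MDS42. A hidden Markov model with a deleted and a retained state was fitted along the gene order to the mean of 2 contrasts, MDS42 against MG1655 and MDS42_heatshock against MG1655_heatshock. The chance of entering a deleted run was set to 0.01 per gene and that of leaving it to 0.05, and genes with a posterior above 0.5 were called deleted. This input was chosen after the data were seen, among 3 that were tried, and with the DEGs of Table S2, which are present in both strains, already known. Of these listed genes, only entD fell into a deleted run, and it was set back to the common genes. The genes without a place in the gene order took the state of both neighbors by locus tag, or were called deleted where their own contrast was below −1. This gave 709 deleted genes, of which 667 lay in 37 segments along the gene order. The remaining 3764 genes were taken as common to both strains, and 3716 of them had a place in the gene order. Genes with point mutations were not left out, since the files do not mark them. With a posterior of 0.05 the common genes numbered 3703, and with a single deleted component they numbered 3784. In simulated contrasts, 99.5% of the deleted genes were found, whereas 0.139% of the retained genes were called deleted. These contrasts were drawn from the genes that the model itself had called deleted or retained. The 2 kinds were thus separated beforehand, and these shares do not give the true error rate. A retained gene beside a deleted segment whose level fell strongly in MDS42 cannot be separated from a deleted gene in this way.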

Excluding the 696 deleted genes [17] and 22 mutated genes in MG1655 (determined by comparing the genome sequences, see the Materials and Methods), a total of 3710 genes were determined to be common between the two strains. 

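For the heat shock experiments, cells grown at 37°C were transferred to 45°C for 5 min, and the 3 arrays per strain were biological replicates. The SD of the median gene was 0.04 over the MG1655_heatshock arrays and 0.12 over the MDS42_heatshock arrays. The MG1655 arrays at 37°C are the control of both the genome reduction and the heat shock comparison in MG1655, so a chance deviation in these 7 arrays enters both. Simulated comparisons with no effect, or with unrelated effects, on the same MG1655 arrays are therefore given beside the relations between the comparisons.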

Subsequently, as the heat shock stress is known as one of many external perturbations and showed distinguishable expression profiles [9,11], heat shock experiments were performed to evaluate how the external disturbance contributed to the transcriptome for comparative analyses. The average gene expression levels from repeated experiments were plotted in Figure 1B and used for further analysis. 

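Over all 4473 genes, the median level per array was −0.82 ± 0.05 (SD, n = 7) in MG1655 and −0.75 ± 0.04 (SD, n = 3) in MG1655_heatshock. Over the 3764 common genes, it was −0.74 ± 0.05 (SD, n = 7) in MG1655, −0.56 ± 0.11 (SD, n = 7) in MDS42 and −0.71 ± 0.12 (SD, n = 3) in MDS42_heatshock. The median, the interquartile range and the skewness of the levels were compared between the arrays of MDS42 and MG1655, of MG1655_heatshock and MG1655, and of MDS42_heatshock and MDS42, which makes 9 tests. The genes of each strain's own genome were used. The median was higher by 0.26 in MDS42 than in MG1655 (exact two-sided permutation test, p = 0.00058, the smallest that 7 arrays against 7 allow, adjusted p = 0.0052). The interquartile range was 1.13 ± 0.03 (SD, n = 7) in MG1655 and 0.96 ± 0.01 (SD, n = 3) in MG1655_heatshock (exact two-sided permutation test, p = 0.0083, the smallest that 3 arrays against 7 allow, adjusted p = 0.025). In MDS42 it was 1.06 ± 0.03 (SD, n = 7), narrower than in MG1655 (exact test, p = 0.0012, adjusted p = 0.0052). The alternative that moved these results most was to use the common genes in both strains, after which the interquartile ranges of MDS42 and MG1655 differed by −0.02 (exact test, p = 0.19) and their medians by 0.18 (exact test, p = 0.0012). Of the other 6 tests, covering the medians under heat shock, the interquartile range in MDS42 under heat shock and the skewness in all comparisons, none held up against the spread between arrays (exact tests, p from 0.058 to 0.55, adjusted p from 0.105 to 0.55).

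**Figure D1:**
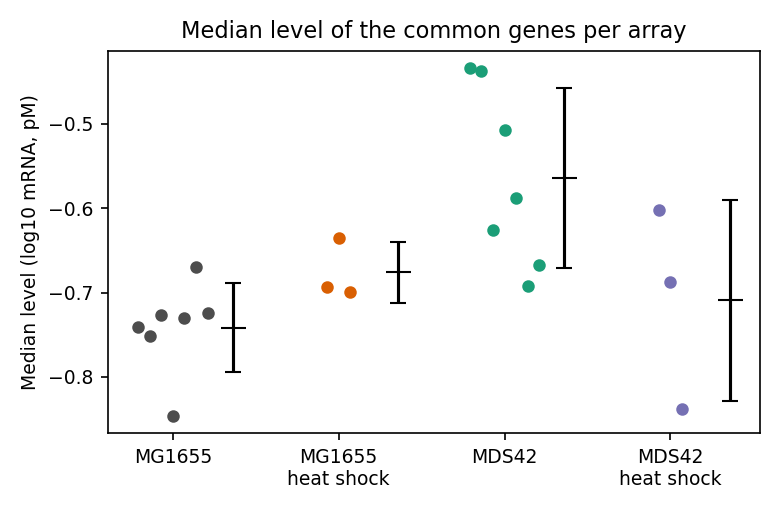
Median level of the 3764 common genes on each of the 20 arrays (log10 mRNA concentration, pM), by group. Points are arrays, and the bar beside each group is its mean with the SD. The MDS42 arrays lie between −0.69 and −0.43, and the MG1655 arrays between −0.85 and −0.67.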

We showed that neither genomic reduction nor heat shock altered the shape of the distribution of gene expression (Figure 1B).

**Figure 1:**
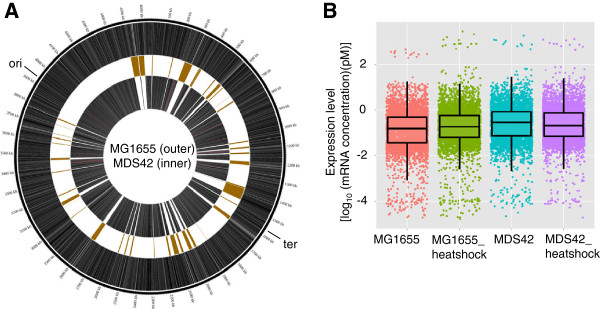
**Overview of genomes and transcriptomes. A**. Circle diagram of the MG1655 and MDS42 genomes. The genes present in MG1655 and MDS42 are shown in the outer and inner rings, respectively, and visualized using Circos [30]. The gold boxes indicate the deleted segments that were originally reported [17]. The point mutations in MG1655 are indicated with red tick marks. The origin and terminus of replication are indicated outside of the circle. **B**. Box plot of gene expression in MG1655 and MDS42. The average expression levels of 4428 and 3710 genes in MG1655 and MDS42, in exponential phase growth or under heat shock conditions, are shown in pink (MG1655), green (MG1655_heatshock), cyan (MDS42) and purple (MDS42_heatshock), respectively. The expression levels are represented by the log-scale mRNA concentrations. The dots represent the genes.

### Priority in chromosomal periodicity

The periodicity of genome-wide transcriptional activity was studied to provide a global view of gene expression profiling [4,6,31,32]. The average transcription levels (*i*.*e*., mRNA concentrations) over the entire genome were plotted for both genomes using a 100-bp sliding window (Figure 2). 

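The periodicity was computed here along the gene order, in place of bins of genome positions, which were not used here. The mean levels of the 4383 ordered genes of MG1655 were smoothed with a moving average of 48 genes, and the power of each number of periods per chromosome was calculated with the Fourier transform. In MG1655, 7 periods held the largest share of the power with 9.87%, followed by 6 periods with 7.66%. The power at 7 periods exceeded that at 6 periods on 7 of 7 arrays. The log10 ratio of the power at 6 periods to that at 7 periods was −0.11 ± 0.03 (SD, n = 7 arrays). This ratio moved most, to −0.27, when the levels were replaced by their ranks. A planted pattern of 6 periods was found in 100 of 100 simulated series of noise that held no other pattern. Whether 6 and 7 periods of similar power can be told apart was not tested by these series.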

The periodic patterns showed a major peak of approximately 663 kb (Figure 2A) in MG1655, consistent with previous reports [4,32]. However, these periodic patterns were disturbed by heat shock. The most significant wavelength, as indicated by the red, vertical, broken line in Figure 2 (left panels), shifted from 663 to 773 kb (to the right of the red line, a close-up view can be find in Additional file 1: Figure S4). This slight but statistically significant change in the major peak caused a reduction in the number of periods from seven to six (Figure 2A–B, right panels). This finding indicated that the heat shock treatment initiated a reorganization of the transcriptome that gave a high priority to a periodicity of six periods.

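In MG1655_heatshock, 6 periods held 10.0% of the power and 7 periods 9.71%, and 6 periods led on 3 of 3 arrays. The log10 ratio of the power at 6 periods to that at 7 periods was 0.01 ± 0.02 (SD, n = 3), higher by 0.12 than in MG1655 (exact two-sided permutation test over the 10 arrays, p = 0.0083, the smallest that 3 arrays against 7 allow, adjusted p = 0.014 over 5 comparisons of this ratio). With the ranks of the levels in place of the levels, 7 periods led in MG1655_heatshock, with 10.4% of the power against 7.89% at 6 periods.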

**Figure 2:**
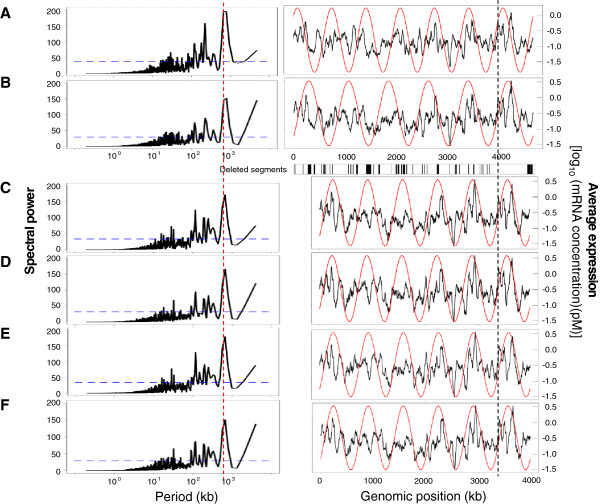
**Periodicity of transcriptional activity.** The periodograms of the average transcriptional levels of MG1655 at 37°C (**A**), MG1655 following heat shock (**B**), MDS42 at 37°C (**C**), and MDS42 following heat shock (**D**), with the highest (major) peaks at 663, 773, 663, and 663 kb, respectively. The vertical, broken line in red indicates the major peak at 663 kb. The significant periodicities at the 95% confidence level are indicated by blue dashed lines. The expression levels of 4428 and 3710 genes were plotted for MG1655 and MDS42, respectively. In addition, the periodicities of the expression of the 3710 common genes in MG1655 at 37°C (**E**) and following heat shock (**F**) are plotted against the MDS42 genome. The average transcriptional levels of the genes for every 100-bp sliding window are shown as black lines, and the corresponding periodicities are shown as red curves. The location of the origin of replication (*ori*) is indicated by the black broken line, and the deleted segments from MG1655 are indicated by black bars. The average expression represents the log-scale mRNA concentration. The spectral power calculated with Fourier transform indicates the strength of the periodicity of the average expression along the genome.

Interestingly, the reduced genome also showed a fixed periodicity of six periods. 

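Along the 3716 ordered common genes of MDS42, 6 periods held 14.3% of the power and 7 periods 5.87%, and 6 periods led on each of the 7 arrays. The log10 ratio of the power at 6 periods to that at 7 periods was 0.39 ± 0.03 (SD, n = 7), higher by 0.49 than in MG1655 with all its genes (exact two-sided permutation test, p = 0.00058, the smallest that 7 arrays against 7 allow, adjusted p = 0.0029). The gene sets of the strains differ here, so the test does not separate the removal of genes from a change of their levels. With the common genes only, the ratio was 0.33 ± 0.04 (SD, n = 7) in MG1655, and the difference was 0.05. Wavelengths in kb were not computed, since the periods were counted along the gene order.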

MDS42 maintained the parental periodogram, with a major peak at 663 kb that was accompanied by a decrease in the chromosomal period number (Figure 2C). This reduced period was unchanged in MDS42 in response to heat shock perturbation (Figure 2D). In addition, when the expression of the 3710 common genes in MG1655 was plotted against the MDS42 genome, an identical chromosomal periodicity of six periods was observed independently of external conditions (Figure 2E and F). 

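In MDS42_heatshock, the shares of the power were 18.1% at 6 periods and 5.85% at 7 periods, and 6 periods led on each of the 3 arrays. The log10 ratio of both powers was 0.49 ± 0.02 (SD, n = 3). It rose by 0.11 over that in MDS42 at 37°C (exact two-sided permutation test, p = 0.0083, the smallest that 3 arrays against 7 allow, adjusted p = 0.014).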

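For the levels in MG1655 along the 3716 ordered common genes, 6 periods held 14.7% of the power and 7 periods 6.86%. In MG1655_heatshock, these shares were 16.9% and 6.56%. The log10 ratio of the power at 6 periods to that at 7 periods was 0.33 ± 0.04 (SD, n = 7) and 0.41 ± 0.03 (SD, n = 3), respectively, a difference of 0.08 (exact two-sided permutation test, p = 0.017, adjusted p = 0.017). The call was lost without MG1655_heatshock replicate 2 and without replicate 3, with p = 0.056 in the exact test. The difference was then 0.07 and 0.08, respectively. The smallest p that 2 arrays against 7 allow is 0.028, so the loss does not show that the difference rests on these arrays. On these common genes, the ratio was higher by 0.05 in MDS42 than in MG1655 (exact two-sided permutation test, p = 0.015, adjusted p = 0.017).

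**Figure D2:**
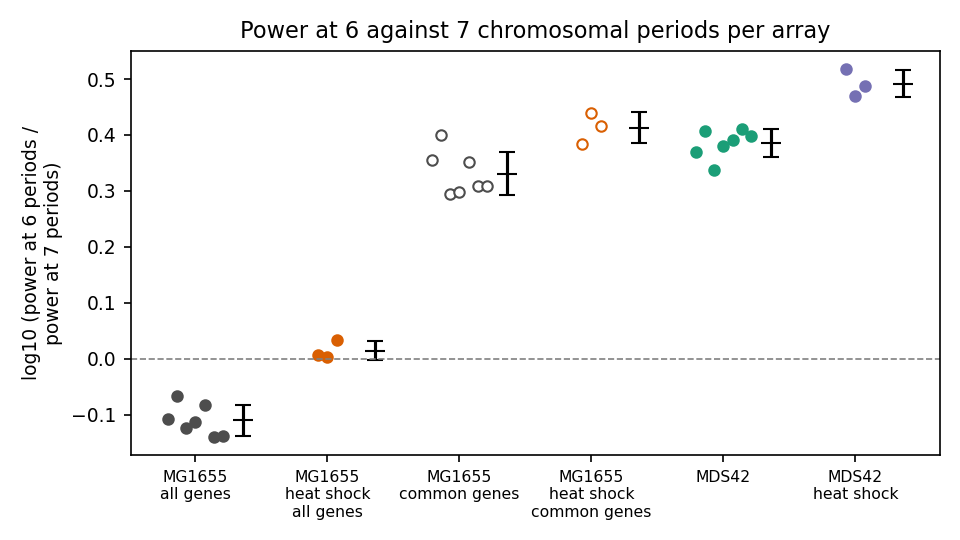
Log10 ratio of the power at 6 periods to that at 7 periods on each array, for MG1655 with all ordered genes, MG1655 with the common genes only (open points), and MDS42, in exponential growth and after heat shock. Points are arrays, the bar beside each group is its mean with the SD, and the dashed line marks equal power. With the common genes only, the means were 0.33 in MG1655 and 0.41 in MG1655_heatshock.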

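To compare the deletions in MDS42 with random ones, 37 segments with the same numbers of genes were removed at random places from the gene order of MG1655, in 1000 sets, and the periodicity of the remaining genes was computed. With the MG1655 levels, 6 periods had the highest power among 4 to 10 periods in 379 of the 1000 sets, and 7 periods in 556. With the MG1655_heatshock levels, 6 periods led in 503 sets and 7 periods in 455. The log10 ratio of the power at 6 periods to that at 7 periods was as high as with the actual deletions in 173 sets (17.3%) for MG1655 and in 184 sets (18.4%) for MG1655_heatshock.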

Statistical analyses confirmed that the altered periodicity was highly specific for the MDS42 genome and was not due to random deletions in the genome (*P* < 0.001). The stable six periods may be have been caused by the presence of six macrodomains in the chromosomal structure, as determined by recombination activity [33]. 

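In MG1655, the 709 genes deleted in MDS42 had a median level of −1.36 ± 0.05 (SD, n = 7), compared with −0.74 for the common genes, a difference of −0.62. In MG1655_heatshock, their median level was −1.12 ± 0.03 (SD, n = 3), compared with −0.68 for the common genes, a difference of −0.45. The gap was thus smaller by 0.17 under heat shock (exact two-sided permutation test over the 10 arrays, p = 0.0083, the smallest that 3 arrays against 7 allow). The lower quartile of the common genes rose as well. It was between −1.44 and −1.30 on the MG1655 arrays and between −1.16 and −1.10 on the MG1655_heatshock arrays. Common genes of similar level were not compared, so the smaller gap is not shown to be particular to the deleted genes. By contrast, the mean share of the deleted genes in the summed concentrations of all genes fell, from 3.13% in MG1655 to 1.15% in MG1655_heatshock. The sum of all genes rose, however, from 7320 ± 1607 pM (SD, n = 7) to 20515 ± 7666 pM (SD, n = 3). The lower share therefore does not show lower levels of the deleted genes. The deleted genes were called from lower levels in MDS42, which requires a level above the lower limit in MG1655, so genes without any signal in MG1655 entered this set only as parts of runs.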

The results suggested that the absent genetic regions in MDS42 (Figure 1A, gold boxes) may contain a considerable number of genes that are not or rarely transcribed under heat shock conditions, potentially contributing to an additional period. Thus, the multiple deletions not only reduced the genome size but also provided, probably by chance, a steady periodicity to the global transcriptional activity of the *E*. *coli* chromosome.

### Overlaps in perturbed regulatory networks

Regulatory network maps comprising the transcription factors (TFs, or regulators) that control more than 15 genes (42 of 175 regulatory networks) were constructed as shown in Figure 3. Significant changes in gene expression are represented as gradations according to their FDR values, which were determined using the rank product method [34,35]. 

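The changes of the 3764 common genes were estimated with limma, with the 4 groups in 1 model, and p was adjusted with the method of Benjamini and Hochberg. At an adjusted p under 0.05, 2644 genes changed with genome reduction, of which 2556 were higher and 88 lower in MDS42. With heat shock in MG1655, 2592 genes changed, of which 1838 were higher and 754 lower. The median gene changed by 0.17 with genome reduction (0.56 on the log2 scale), and 91.0% of the genes were higher in MDS42. With heat shock, the median gene changed by 0.14 (0.47 on the log2 scale), and 65.7% of the genes were higher. The split between higher and lower genes moved most when the arrays were centered on their medians or quantile normalized. With centered arrays, 1120 genes were higher and 1319 lower with genome reduction, and 1879 were higher and 1264 lower with heat shock. With quantile normalized arrays, these numbers were 1154 and 1277 for genome reduction and 1529 and 1554 for heat shock. Changes of single genes are therefore also given relative to that of the median gene.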

Overall, both genome reduction and heat shock exerted broad effects on transcriptional reorganization: the expression levels of a number of genes were changed (Figure 3). 

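The level of gadX (b3516) was −0.64 ± 0.08 (SD, n = 7) in MG1655, −0.24 ± 0.11 (SD, n = 7) in MDS42 and −0.40 ± 0.05 (SD, n = 3) in MG1655_heatshock. Genome reduction changed it by 0.40 (standard error 0.05, adjusted p = 4.7e-06 from limma), which was 0.23 above the median gene. Heat shock changed it by 0.24 (standard error 0.07, adjusted p = 0.0029 from limma), which was 0.10 above the median gene. By the rank product method, the FDR for a higher level of gadX was 0.0167 with genome reduction and 1.19 with heat shock. In MDS42, heat shock lowered gadX by a change of −0.65, and the heat shock changes in both strains differed by −0.89 (adjusted p = 2.3e-07 from limma). The level of rpoD (b3067) was 0.07 ± 0.05 (SD, n = 7) in MG1655, 0.21 ± 0.10 (SD, n = 7) in MDS42 and 0.95 ± 0.03 (SD, n = 3) in MG1655_heatshock. Its change was 0.14 with genome reduction (standard error 0.04, adjusted p = 0.0086 from limma), but −0.03 relative to the median gene, −0.04 with centered arrays and −0.01 with quantile normalized arrays. With heat shock it was 0.89 (standard error 0.06, adjusted p = 1.2e-10 from limma), 0.74 above the median gene, with an FDR of 0.0095 by the rank product method.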

A small number of regulators showed remarkable, independent transcriptional changes; for example, *gadX* was induced only by genome reduction (A) and *rpoD* only by heat shock (B). It indicated that genome structural changes might activate the primary activator of the *gad* system but fairly influenced the global transcriptional factor (sigma factor). In addition, a comparable number of regulators were disturbed by both perturbations in a correlated manner: those induced by genome reduction were also induced by heat shock. 

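Table 1 names 26 regulators, of which 25 were among the common genes. With genome reduction, 21 of them changed at an adjusted p under 0.05 from limma, and each of the 21 was higher, whereas 15 were higher and 4 lower with centered arrays. With heat shock, 20 changed, of which 15 were higher and 5 lower. Adjusted over the list alone, 22 changed with genome reduction and 20 with heat shock, which is not independent evidence, since the study chose the list on these samples. A total of 17 regulators changed in both comparisons, 14 in the same direction and 3 in opposite directions. Of the 21 that were higher with genome reduction, 17 were higher with heat shock. Relative to the median genes, 19 of the 25 regulators lay on the same side in both comparisons. With the same MG1655 arrays and no effect of heat shock, this number was 13.5 on average in 1000 simulations and as high in 332 of them. With heat shock changes of the observed size that were unrelated to those of genome reduction, it was 12.6 on average and as high in 11.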

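The level of phoB (b0399) was −1.24 ± 0.17 (SD, n = 7) in MG1655, −0.84 ± 0.11 (SD, n = 7) in MDS42 and −0.07 ± 0.03 (SD, n = 3) in MG1655_heatshock. Its change was 0.39 with genome reduction (standard error 0.07, adjusted p = 6.0e-05 from limma) and 1.17 with heat shock (standard error 0.09, adjusted p = 5.7e-10 from limma), 0.22 and 1.02 above the median genes. By the rank product method, the FDR for a higher level of phoB was 0.063 with genome reduction and 0.0020 with heat shock. The level of gadE (b3512) was −1.28 ± 0.26 (SD, n = 7) in MG1655, −0.58 ± 0.08 (SD, n = 7) in MDS42 and −1.71 ± 0.10 (SD, n = 3) in MG1655_heatshock. Its change was 0.70 with genome reduction (standard error 0.09, adjusted p = 4.1e-06 from limma) and −0.43 with heat shock (standard error 0.11, adjusted p = 0.0019 from limma), 0.53 above and −0.58 relative to the median genes. The rank product method called gadE higher with genome reduction at an FDR under 0.001, whereas its FDR for a lower level with heat shock was 0.103.

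**Figure D3:**
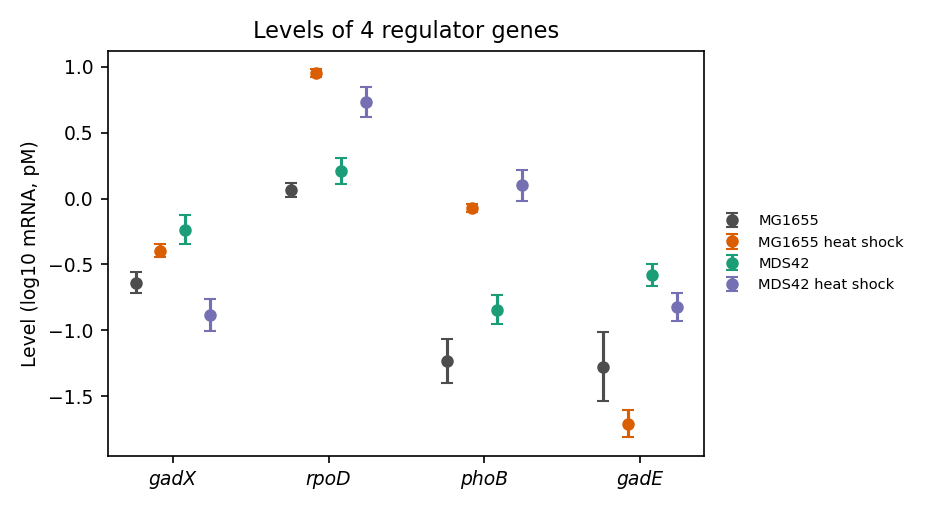
Levels of the regulator genes gadX, rpoD, phoB and gadE (log10 mRNA concentration, pM) in MG1655, MG1655_heatshock, MDS42 and MDS42_heatshock. Points are the means over the 7 or 3 arrays of a group, and bars are the SD. The level of phoB was higher in MDS42 (−0.84) and in MG1655_heatshock (−0.07) than in MG1655 (−1.24), and that of gadE was higher in MDS42 (−0.58) and lower in MG1655_heatshock (−1.71) than in MG1655 (−1.28).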

The changes in these overlapping perturbed regulators occurred in either the same or the reverse direction; *e*.*g*., the expression level of *phoB* was upregulated by both genome reduction and heat shock (orange in both A and B), whereas, the expression level of *gadE* was upregulated by genome reduction but repressed by heat shock (orange in A, purple in B).

**Figure 3:**
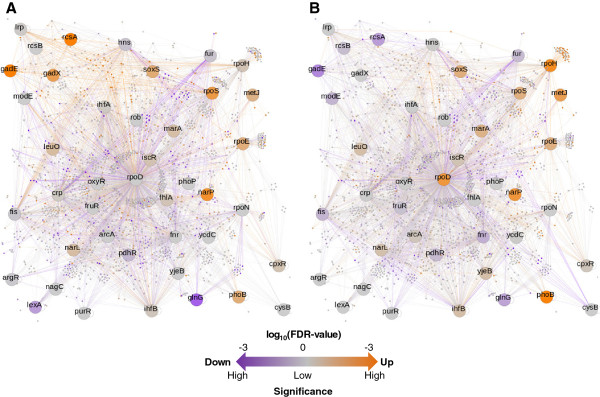
**Transcriptional changes in regulatory networks.** The information regarding the regulatory networks is from RegulonDB. The genes under the control of the same transcription factor (TF) or sigma factor were assigned to the same group. The nodes and arcs represent genes and regulation, respectively. The large nodes denote sigma factors or regulators that control more than 15 genes. The genes with conserved expression are shown in gray, and those with notable transcriptional changes are shown in color. The increased and decreased expression levels resulting from genome reduction (**A**) or heat shock (**B**) are quantitatively marked as gradations, as indicated in the scale bar. Vivid orange indicate highly significant increases in expression, and dark purple represent highly significant decreases in expression.

To identify these regulators (regulatory networks) upstream of genes with marked changes in transcription induced by either genome reduction or heat shock, a gene set enrichment analysis (GSEA) was applied [36]. Among the 175 regulatory networks controlled by 5 sigma factors and 170 TFs, 24 and 12 networks showed clear transcriptional changes (FDR < 0.25) associated with genome reduction and heat shock, respectively (Table 1; details in Additional file 2: Table S1). Heat shock interrupted approximately equal numbers of the induced and repressed regulatory networks (7 *vs*. 5), whereas genome reduction triggered many more upregulated than downregulated networks (22 *vs*. 2). Moreover, most of the regulatory networks that responded to heat shock were highly sensitive to genome reduction as well (9 out of 12). These overlapping regulatory networks (*e*.*g*., *rpoH* and *purR*) showed a marked tendency to undergo transcriptional changes in the same direction (*i*.*e*., increased or decreased) in response to genomic and heat shock perturbations. 

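The networks of RegulonDB were not analysed here. In their place, 9 gene families set by symbol were tested with the limma method camera, with a preset correlation of 0.01 between genes and adjustment over the 9 families. The 18 chaperone and protease genes, among them dnaJ, clpB and ibpA, had a median change of 0.36 with genome reduction (18 of 18 higher, 17 of 18 with centered arrays, camera from limma, adjusted p = 0.016) and of 1.13 with heat shock (18 of 18 higher, adjusted p = 1.5e-09). The 13 genes whose symbols begin with pur, without purR, had a median change of −0.36 with heat shock (0 of 13 higher, camera from limma, adjusted p = 1.6e-07). With genome reduction, their median change was 0.03 (8 of 13 higher), which lay below that of the median gene, and the limma method camera called the family lower (adjusted p = 0.0012), with a median of −0.14 and 0 of 13 higher when the arrays were centered. In all, camera called 4 families in each comparison, and the other calls were lower ent and fep genes in both, higher nap genes with genome reduction and lower cys genes with heat shock. With a correlation estimated from the arrays, only the ent and fep genes with genome reduction were called (adjusted p = 0.044), and none with heat shock (lowest adjusted p = 0.277, 0 at an unadjusted p under 0.05). By fry, 8 families were called with genome reduction, all but the pur family, and 7 with heat shock. Regrouped arrays gave as many camera calls in 47 of 100 splits for genome reduction and in 67 of 100 for heat shock.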

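The network of gadX was represented here only by the 3 genes whose symbols begin with gad, without the regulators gadX, gadE and gadW. They were higher in 3 of 3 cases with both perturbations, also with centered and with quantile normalized arrays. Their median change was 0.32 with genome reduction (camera from limma, adjusted p = 0.18) and 0.23 with heat shock (camera, adjusted p = 0.52), 0.15 and 0.16 with centered arrays. By fry, which does not set the family against the other genes, the adjusted p was 0.00013 and 0.010, respectively.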

The exception (with changes in opposite directions) was found in the network controlled by *gadX*, where the downstream genes were induced by genome reduction but suppressed by heat shock (FDR < 0.02).

**Table 1:** Regulatory networks with significant perturbations

**Perturbation**	**Direction**	**Locus tag**	**Name of TF**	**Size**	**FDR q-val**
Genome reduction	Increased	b1951	rcsA	26	0.0000
		b2217	rcsB	29	0.0000
		b3938	metJ	15	0.0000
		b3516	gadX	25	0.0000
		b3512	gadE	49	0.0000
		b0889	lrp	83	0.0038
		b3461	rpoH	150	0.0065
		b0761	modE	45	0.0061
		b1237	hns	136	0.0145
		b3261	fis	216	0.0513
		b2193	narP	49	0.0870
		b1221	narL	113	0.1043
		b3912	cpxR	51	0.0972
		b2531	iscR	26	0.1580
		b0399	phoB	36	0.1572
		b1712	ihfA	191	0.1477
		b2741	rpoS	215	0.1448
		b0912	ihfB	191	0.1398
		b0076	leuO	20	0.1703
		b1130	phoP	48	0.1627
		b1334	fnr	272	0.1687
		b1531	marA	36	0.2127
	Decreased	b1658	purR	31	0.0071
		b0683	fur	81	0.0201
Heat shock	Increased	b3461	rpoH	150	0.0000
		b3912	cpxR	51	0.0004
		b3938	metJ	15	0.0026
		b2193	narP	49	0.0837
		b0399	phoB	36	0.1384
		b0761	modE	45	0.2134
		b0076	leuO	20	0.2345
	Decreased	b1658	purR	31	0.0000
		b1275	cysB	19	0.0000
		b0683	fur	81	0.0000
		b3516	gadX	25	0.0123
		b3868	glnG	44	0.0118

The information pertaining to transcription factors (TFs), sigma factors and the downstream genes under their control is from RegulonDB. The transcriptional changes in the downstream genes were evaluated with gene set enrichment analysis (GSEA) [36], and the disturbed regulatory networks were determined accordingly (FDR <  0.25). Perturbation and Direction refer to the type of disturbance to the transcriptome and the directionality of the changes in gene expression, respectively. Locus tag, Name of TF, Size and FDR q-val represent the gene ID, the corresponding regulator gene, the number of regulated downstream genes and the statistical significance, respectively.

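The level of rpoH (b3461) was −0.52 ± 0.07 (SD, n = 7) in MG1655, −0.25 ± 0.11 (SD, n = 7) in MDS42 and 0.53 ± 0.04 (SD, n = 3) in MG1655_heatshock. Its change was 0.28 with genome reduction (standard error 0.05, adjusted p = 0.00015 from limma) and 1.06 with heat shock (standard error 0.07, adjusted p = 7.0e-11 from limma), 0.11 and 0.91 above the median genes. The level of purR (b1658) was −0.26 ± 0.06 (SD, n = 7) in MG1655, −0.09 ± 0.11 (SD, n = 7) in MDS42 and −0.22 ± 0.03 (SD, n = 3) in MG1655_heatshock. Its change was 0.17 with genome reduction (standard error 0.05, adjusted p = 0.0044 from limma), 0.00 above the median gene, and −0.0044 with centered arrays. With heat shock it was 0.04 (standard error 0.06, adjusted p = 0.62 from limma), but −0.03 with centered and −0.04 with quantile normalized arrays.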

Taken together, the transcriptional reorganization observed in the regulatory networks was not only secondary to the expression changes in the regulators (*e*.*g*., *rpoH*) but also occurred in networks controlled by the regulators of steady expression (*e*.*g*., *purR*). The latter case suggested either weakened transcriptional control by the regulators or a high level of sensitivity in the downstream genes (*i*.*e*., slight transcriptional changes in the regulators resulted in profound transcriptional changes in the downstream genes). The discovery of regulatory networks (and/or regulators) that were universally involved in both perturbations indicated that transcriptional reorganization responds similarly to both endogenous and exogenous disruptions.

### Genome location dependency and gene category enrichment of highly responsive genes

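The rank product method was applied to the 3764 common genes in a two-class, unpaired form, with 100 permutations of the genes within each array and the FDR estimated separately for higher and lower levels. Genes with an FDR under 0.001 were called. In simulated data, 200 of 200 genes with a planted 10-fold change were found between 7 arrays and 7, with 13 false calls, and 98 of 200 between 3 arrays and 7, with 4 false calls. In 100 simulated data sets without any effect, the median number of calls was 24 for genome reduction, between 1 and 117. For heat shock, it was 6, between 0 and 37. Over 20 seeds of the permutations, the number of calls was between 138 and 179 for genome reduction and between 35 and 84 for heat shock. The split by direction varied as well, with 53 to 83 higher and 84 to 102 lower genes for genome reduction. For heat shock, 10 to 50 were higher and 21 to 36 lower.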

Genes with significant transcriptional changes (differentially expressed genes, DEGs) among the 3710 common genes were also determined with the rank product method. 

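Genome reduction gave 142 DEGs_gr, of which 57 were higher and 85 lower in MDS42 than in MG1655. Of the genes listed in Table S2, 55 of 83 higher and 76 of 76 lower DEGs_gr were among them. Heat shock in MG1655 gave 56 DEGs_hs, of which 25 were higher and 31 lower. These included 24 of the 64 higher and 30 of the 31 lower DEGs_hs of Table S2. At an FDR under 0.01, the alternative of the rank product that raised the counts most, the calls numbered 305 and 177, and each gene listed in Table S2 was among them. Without 1 of the 3 MG1655_heatshock arrays, only 6 or 7 DEGs_hs were called, depending on the array. The levels of all compared arrays were separate between the groups in 71 of the 142 DEGs_gr and in 51 of the 56 DEGs_hs. Among the latter, the largest increases were those of ibpB (b3686), 3.05, ydeS (b1504), 3.00, and ibpA (b3687), 2.78, and the largest decreases those of cspH (b0989), −2.30, yhiF (b3507), −1.65, and cysJ (b2764), −1.53. The levels of ydeS in MG1655 went down to −4.45, and those of cspH and yhiF in MG1655_heatshock to −4.78 and −4.35, near the lowest of the array, so the changes of these 3 genes and their order are uncertain.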

In all, 159 and 95 genes were identified that showed either up- or downregulated expression in response to genome reduction (DEGs_gr) or heat shock (DEGs_hs), respectively (FDR < 0.001). The gene names, gene categories, locus tags, and directions of the transcriptional changes are summarized in Additional file 3: Table S2, and the genome locations are marked in Additional file 1: Figure S1. An analysis of the distances between the DEGs and the genome scars caused by genome reduction showed that the DEGs_gr, but not the DEGs_hs, were located much closer to the nearest genome scar than were the genes with conserved expression (nonDEGs) (*P*  <  0.001) (Figure 4A and B). This tendency indicated that the genomic disturbance caused by genome reduction brought about considerable transcriptional changes in neighboring genes. In particular, the transcriptional changes were highly significant in the direction of upregulation (Figure 4A, orange), which suggests that the removal of the dispensable genetic segment might increase the expression efficiency of the neighboring genes. 

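Genomic scars were taken as the 37 places where deleted segments were inferred, and the distance of a gene was counted in genes along the gene order, since positions were not used here. The median distance to the nearest scar was 22 genes for 141 ordered DEGs_gr and 36 genes for 3575 nonDEGs. In 58.4% of the pairs of a DEG_gr and a nonDEG, the DEG_gr was closer (two-sided permutation test of the rank-sum with 100000 resamples, p = 0.00065). With circular shifts of the DEG labels, which keep neighboring DEGs together, p was 0.039, and 48 of the 141 DEGs_gr followed a DEG_gr of the same direction. The result moved most with the 1368 ordered genes called by limma in place of the DEGs_gr, which were closer in 51.4% of the pairs (permutation test, p = 0.15). Without the 3 genes on each side of every scar, an alternative chosen after the data were seen, the DEG_gr was closer in 54.2% of the pairs (permutation test, p = 0.12). For the 55 ordered DEGs_hs, the median distance was 32 genes, compared with 35 genes for the 3661 nonDEGs, and the DEG_hs was closer in 51.5% of the pairs (two-sided permutation test, p = 0.69). Whether the closeness of DEGs_gr and DEGs_hs differed was not tested.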

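Of the ordered DEGs_gr, the 57 higher ones had a median distance of 17 genes from the nearest scar and were closer than the nonDEGs in 61.1% of the pairs (two-sided permutation test, p = 0.0041, and p = 0.049 with circular shifts). The 84 lower ones had a median distance of 23.5 genes and were closer in 56.7% of the pairs (two-sided permutation test, p = 0.038, and p = 0.31 with circular shifts). Without the 3 genes on each side of every scar, p was 0.46 for the higher and 0.16 for the lower DEGs_gr. In all, 10 of the 141 DEGs_gr and 4 of the 55 ordered DEGs_hs were next to a scar, as were 74 of the 3716 ordered common genes. The 3 DEGs_gr with the largest increase among those with separate arrays were ynfP (b4534), rspB (b1580) and rspA (b1581), which lay 1, 2 and 3 genes from a scar. Their changes were 4.18, 2.74 and 2.69 (limma, adjusted p = 2.4e-10, 2.0e-21 and 2.0e-21). The levels of ynfP in MG1655, between −4.58 and −2.57, were near the lowest of the array, so its fold change is uncertain. The 3 with the largest decrease were yecR (b1904), yeaJ (b1786) and yhjH (b3525), with changes of −1.88, −1.86 and −1.58, at 10, 95 and 21 genes from a scar. The levels of yeaJ in MDS42, between −4.47 and −2.19 (SD 1.04), were near the lowest of the array on some arrays, so the size of its change is uncertain as well, from −2.22 to −1.67 over the alternatives.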

We assumed that the deleted genes most likely perturbed the local superhelical density and thereby affected the transcriptional activity of the neighboring genes, although the functions of the deleted genes near the deletion junctions or mutations remain to be further examined.

**Figure 4:**
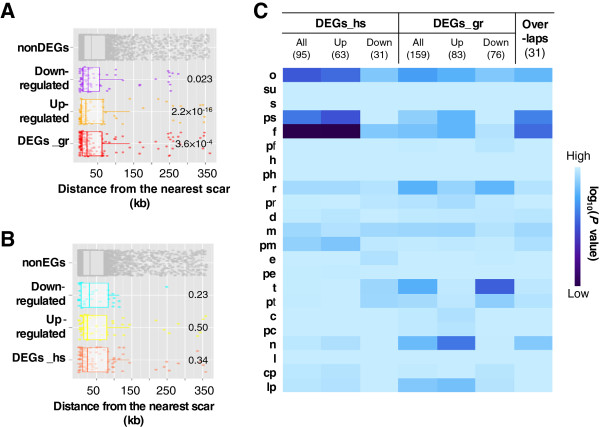
**Differentially expressed genes (DEGs). A-B**. Distance between genes and genomic scars. The distance from each gene to the nearest genomic scar resulting from genome reduction is plotted. The genes with conserved (nonDEGs), increased, or reduced expression caused by genome reduction are shown in gray, orange, and purple, respectively (**A**). The genes with conserved (nonDEGs), upregulated, or downregulated expression due to heat shock are shown in gray, yellow and cyan, respectively (**B**). All the genes of the DEGs_gr and DEGs_hs are shown in red and brown, respectively. Significance was determined with the Wilcoxon-Mann–Whitney test, and the *P*-values are indicated. **C**. Enriched gene categories. The DEGs were divided into 23 gene categories, according to a previous report [37]. One-tailed binominal tests were performed to determine the significance of the enrichment of each category. The log-scale *P*-values are displayed as a heat map with gradations of blue; darker blue indicates higher significance.

The gene categories that were enriched in the DEGs were analyzed to address the question of whether the genomic and heat shock perturbations had affected any specific gene categories (details in Additional file 3: Table S2 and Additional file 4: Table S3). 

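The categories of the DEGs were those of Table S2, with the category sizes of Table S3, and an exact one-tailed binomial test was made for each of the 23 categories. Of the 56 DEGs_hs, 54 had a category. Factor (f) held 11 of them, compared with 2.04 expected (exact test, p = 4.7e-06, adjusted p = 0.00011 over the 23 categories). Unknown function (o) held 12, compared with 5.79 expected (exact test, p = 0.011, adjusted p = 0.12). No other category had an unadjusted p under 0.05 among all DEGs_hs. The genes called here and not listed in Table S2 have no category and were left out. With the lists of Table S2 in place of the calls, the alternative that moved these results most, 3 categories were enriched at an adjusted p under 0.05.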

The heat map (Figure 4C) illustrates that the heat shock affected only a limited number of gene categories (*i*.*e*., Unknown function and Factor) with high significance (*P* < 0.001). However, the genome reduction influenced a relatively large number of gene categories with diverse directions in transcriptional changes; for example, the transporter genes (t) and the RNA-coding genes (n) were highly enriched in the DEGs_gr in the directions of down- (*P* < 0.001) and upregulation (*P* < 0.002), respectively. 

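Of the 85 lower DEGs_gr, 76 had a category. Transporter (t) held 16 of them, compared with 6.41 expected (one-tailed binomial test, p = 0.00053, adjusted p = 0.012 over the 23 categories). Of the 57 higher DEGs_gr, 55 had a category, and RNA (n) held 6 of them, compared with 2.18 expected (exact test, p = 0.021, adjusted p = 0.49). With the lists of Table S2, the p of the latter was 0.0017. Among all DEGs_gr, 3 of the 23 categories had an unadjusted p under 0.05, namely Transporter (exact test, p = 0.0033, adjusted p = 0.075), Regulator (p = 0.012, adjusted p = 0.14) and Unknown function (o), and none of these held after adjustment.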

Only the “Unknown function” (o) category was significantly enriched in both the DEGs_gr and the DEGs_hs (All, *P* < 0.05). This result suggested that the genes with unknown functions were highly sensitive to both genomic and environmental perturbations, as might result from a loose control of gene expression. 

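Among all DEGs_gr with a category, Unknown function (o) held 22 genes, compared with 14.1 expected (one-tailed binomial test, p = 0.023, adjusted p = 0.17). It was the only category with an unadjusted p under 0.05 among both all DEGs_gr and all DEGs_hs.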

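Of the 25 higher DEGs_hs, 24 had a category, and Factor (f), which holds most of the chaperones, had 8 of them, compared with 0.906 expected (one-tailed binomial test, p = 1.8e-06, adjusted p = 4.0e-05). Of the 55 higher DEGs_gr with a category, 2 were in Factor, compared with 2.08 expected (exact test, p = 0.62). With the higher DEGs_gr of Table S2, the p for Factor was 0.0375. The separate category counts of the 2 lists do not test whether the enrichment differs between them.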

The genes in the Factor category (f), of which most are heat shock proteins (chaperones), were not only enriched in the upregulated DEGs_hs (Up, *P* < 0.001), as extensively reported, but were also detected in the upregulated DEGs_gr (Up, *P* < 0.05). As a result, Factor (f) was the most highly enriched category among the 31 overlapping genes (*P* < 0.001). 

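The DEGs_gr and DEGs_hs called here had 14 genes in common, all with a category. Factor (f) held 2 of them, compared with 0.528 expected (one-tailed binomial test, p = 0.096, adjusted p = 1.0 over the 23 categories). No category had an unadjusted p under 0.05 in this overlap. With the overlap of the lists of Table S2, the exact p for Factor was 0.00094 (adjusted p = 0.022).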

Intriguingly, some well-known molecular chaperones, such as *clpB* and *ibpA*, were highly responsive to both perturbations (Additional file 3: Table S2), indicating a universal response mechanism to internal and external stressors in these genes.

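The level of clpB (b2592) was −0.65 ± 0.31 (SD, n = 7) in MG1655, −0.02 ± 0.13 (SD, n = 7) in MDS42 and 1.19 ± 0.07 (SD, n = 3) in MG1655_heatshock. Its change was 0.63 with genome reduction (standard error 0.10, adjusted p = 4.3e-05 from limma) and 1.85 with heat shock (standard error 0.13, adjusted p = 3.6e-10 from limma), 0.46 and 1.70 above the median genes. The level of ibpA (b3687) was −0.91 ± 0.42 (SD, n = 7) in MG1655, −0.21 ± 0.12 (SD, n = 7) in MDS42 and 1.86 ± 0.04 (SD, n = 3) in MG1655_heatshock. Its change was 0.70 with genome reduction (standard error 0.13, adjusted p = 0.00013 from limma) and 2.78 with heat shock (standard error 0.17, adjusted p = 4.0e-11 from limma), 0.53 and 2.63 above the median genes. Both genes were among the DEGs_hs. For genome reduction, the FDR of the rank product method was 0.0020 for clpB and 0.0018 for ibpA, so neither was among the DEGs_gr. In MDS42, the heat shock changes of both genes were smaller than in MG1655, by a difference of −1.08 for clpB and of −0.91 for ibpA (limma, adjusted p = 0.00010 and 0.0044).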

### Positive correlations in changes of gene expression

The directions of the transcriptional changes demonstrated by the DEGs were further analyzed, in particular, on the gene expression patterns by means of correlations. 

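Across the 3764 common genes, Pearson's r between the mean levels in MG1655 and MG1655_heatshock was 0.882 (jackknife standard error over arrays 0.012). Across the 142 DEGs_gr, it was 0.716 (jackknife standard error 0.046). Genes are not independent replicates, so the r of the DEGs_gr was compared with that of 10000 random sets of as many common genes, of which 1 had an r as low, with a median r of 0.884. Of random sets matched on the level in MG1655, 0 of 10000 had an r as low. With the 159 DEGs_gr of Table S2, r was 0.672, and 0 of 10000 random sets of either kind had an r as low. Random sets are not picked by the shared MG1655 arrays as the DEGs_gr are, so genes were also picked by their change in 1000 simulations, chosen after the data were seen. Their r was 0.982 on average without an effect of heat shock, 0.937 with unrelated changes of the observed size and 0.900 with these changes exchanged only among genes of similar level, and as low as observed in 0 of 1000 in each case. The r of the DEGs_gr moved most, to 0.539, without the 10% of genes with the lowest levels.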

In a global view, the DEGs_gr (Figure 5A, upper) also showed remarkable transcriptional changes in response to heat shock (Figure 5B, upper), as evidenced by the significantly lower correlation of the DEGs_gr (0.672) compared with that (0.876) of the 3710 common genes (*P* < 0.001, Additional file 1: Figure S2). Similarly, the DEGs_hs showed large transcriptional changes in response to genomic perturbation (Figure 5B, bottom); their correlation (0.893) was significantly lower than that (0.968) of the 3710 common genes (*P* < 0.001, Additional file 1: Figure S2). Furthermore, the upregulated DEGs_hs (Figure 5A, yellow) were also induced by genome reduction (Figure 5B, yellow), and the upregulated DEGs_gr (Figure 5A, orange) were also induced by heat shock (Figure 5B, orange). These correlated patterns of changes in gene expression deduced from the overall evaluation of the DEGs (Figure 5A and B) implied that the overlapping genes (Figure 4C) might play a crucial role in producing such transcriptional fluctuation because not all the DEGs changed significantly when moving to the other condition. 

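Between the mean levels in MG1655 and MDS42, Pearson's r was 0.965 across the common genes (jackknife standard error over arrays 0.006) and 0.903 across the 56 DEGs_hs (jackknife standard error 0.030). Of 10000 random sets of as many common genes, 451 had an r as low, with a median r of 0.976, and of sets matched on the level in MG1655, 527 had. With the 95 DEGs_hs of Table S2, r was 0.893, and an r as low was found in 256 unmatched and in 63 matched sets of 10000. For genes picked by their heat shock change in 1000 simulations, chosen after the data were seen, r was 0.989 on average without an effect of genome reduction, 0.979 with unrelated changes and 0.963 with these exchanged only among genes of similar level, and as low as observed in 0, 0 and 41.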

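Of the 25 higher DEGs_hs, 25 were higher in MDS42 than in MG1655, and 24 of them by more than the median gene, with a median change of 0.61. Of the 57 higher DEGs_gr, 52 were higher with heat shock, and 49 of them by more than the median gene, with a median change of 0.70. Both comparisons share the MG1655 arrays, and genes picked for a low level there tend to be higher in the other comparison as well. In 1000 simulations without an effect of the other perturbation, the number above the median gene was 15.8 on average for the higher DEGs_hs and as high as observed in 143, and for the higher DEGs_gr it was 35.6 on average and as high in 128. In 1000 simulations with unrelated changes of the observed size, it was as high in 37 and in 3, respectively. Of the 31 lower DEGs_hs, 13 were higher in MDS42 than in MG1655 (median change −0.07), but only 2 were above the median gene with genome reduction, as few as in 10 of the simulations without an effect and in 2 of those with unrelated changes. Of the 85 lower DEGs_gr, 18 were higher with heat shock (median change −0.34), and 14 were above the median gene with heat shock, as few as in 21 and in 0 of the simulations, respectively.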

Among the 31 overlapping genes (Figure 4C, Additional file 4: Table S3), 20 and 10 genes with up- or downregulated expression in response to genome reduction were up- or downregulated by heat shock in the same direction, respectively. 

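Of the 14 genes called as DEGs with both perturbations, 5 were higher and 9 lower in both, and none changed in opposite directions. Each of the 14 was among the 31 overlapping genes that follow from Table S2. At an FDR under 0.01, which moved these counts most among the alternatives of the rank product, 81 genes overlapped, of which 46 were higher and 32 lower in both and 3 changed in opposite directions. Without 1 of the 3 MG1655_heatshock arrays, the overlap was 1 or 2 genes, depending on the array.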

Only a single gene (*yafF*, a conserved protein) reversed the direction of its transcription; *i*.*e*., it was induced by heat shock but repressed by genome reduction. 

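The level of yafF (b4503) was −2.17 ± 0.47 (SD, n = 7) in MG1655, −4.01 ± 0.72 (SD, n = 7) in MDS42 and −0.93 ± 0.04 (SD, n = 3) in MG1655_heatshock. Its change was −1.84 with genome reduction (standard error 0.25, adjusted p = 1.0e-05 from limma), and it was among the DEGs_gr. With heat shock its change was 1.24 (standard error 0.32, adjusted p = 0.0021 from limma), and the FDR of the rank product method was 0.0031, so it was not among the DEGs_hs. In MDS42, 1 of the 7 arrays had a level of −2.38 and the others were between −4.43 and −4.18, near the lowest levels of the array.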

The overall directional similarities implied that the genes that were sensitive to genomic disturbance tended to be highly responsive to external perturbation and *vice versa*.

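Random pairs of lists with the sizes of the DEGs_gr and DEGs_hs, drawn from the common genes, overlapped by 2.10 genes on average and by 11 at most in 10000 draws, compared with the 14 genes found. Because both comparisons share the MG1655 arrays, the lists were also called in 100 simulated data sets without any effect. Their overlap had a median of 2 genes and a maximum of 32, and it was as large as observed in 2 of the 100.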

**Figure 5:**
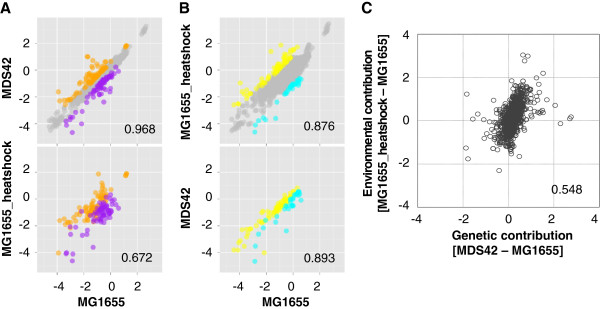
**Positive correlations between the genomic and environmental contributions.** Firstly, scatter plot of the expression levels of 3710 common genes in MDS42 and MG1655 is shown (**A**, top panel). A total of 159 genes with differential expression in MDS42 caused by genome reduction (DEGs_gr) are highlighted, including 83 with increased expression (in orange) and 76 with reduced expression (in purple), respectively. The expression levels of these 159 genes (DEGs_gr) in MG1655 under the regular and heat shock conditions (MG1655 *vs*. MG1655_heatshock) are additionally compared (**A**, bottom panel). Secondly, scatter plot of the expression levels of 3710 common genes in MG1655 in the presence or absence of heat shock treatment is shown (**B**, top panel). A total of 95 genes with differential expression due to heat shock (DEGs_hs) in MG1655 are highlighted, including 64 upregulated (in yellow) and 31 downregulated (in cyan) genes, respectively. The expression levels of these 95 genes (DEGs_hs) in both MG1655 and MDS42 under regular conditions (MG1655 *vs*. MDS42) are also compared (**B**, bottom panel). Finally, positive correlations between the genetic and environmental contributions to the transcriptional changes of total 3710 common genes are shown (**C**). The genetic contribution refers to the changes in gene expression caused by genome reduction, *i*.*e*., the subtraction of the expression level in MG1655 from the expression level in MDS42. The environmental contribution refers to the changes in gene expression due to heat shock in MG1655, *i*.*e*., the subtraction of the expression level in MG1655 from the expression level in MG1655_heatshock. The expression level is determined as log_10_ (mRNA concentration), with the unit of pM. The Pearson’s correlation coefficients are indicated.

Furthermore, the transcriptional changes of the 3710 genes that were induced by genome reduction were plotted against those that were induced by heat shock (Figure 5C). 

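Across the 3764 common genes, Pearson's r between the genetic and the environmental contribution was 0.509 (jackknife standard error over arrays 0.083), and Spearman's rho was 0.661. Genes are not independent replicates, and the mean of the same 7 MG1655 arrays is subtracted in both contributions. With no effect of either perturbation and the gene-to-gene covariance of the arrays, this alone gave an r of 0.517 on average in 1000 simulations, as high as observed in 523, since only the shared deviation is then left. With contributions of the observed size that were unrelated to each other, the shared arrays gave an r of 0.03 on average and of 0.239 at most in 1000 simulations. With disjoint MG1655 arrays for both contributions, over all 70 ways to assign 3 and 4 of them, r was 0.460 on average and between 0.297 and 0.55. Without any effect, this average was as high in 37 of 1000 simulations.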

A clear, positive correlation between the transcriptional changes produced by the genetic and environmental contributions was observed (*P* < 0.001, Additional file 1: Figure S2). In other words, larger degrees of transcriptional fluctuation triggered by genetic interruption were correlated with greater changes in gene expression induced by environmental perturbation. The positive correlation between these two contributions to the transcriptome implies somehow a linkage in transcriptional reorganization in response to both genetic and environmental stresses.

### Antagonistic epistasis in the transcriptome

Theoretically, the positive correlation in the transcriptional changes triggered by the genetic and environmental interruptions (Figure 5C) potentially had a tendency to amplify the magnitude of the changes in gene expression that occurred in response to both genetic and environmental perturbations. For instance, the gene expression levels of *dnaJ* were approximately 2.6 and 30 folds up-regulated due to genome reduction and heat shock, respectively. 

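The level of dnaJ (b0015) was −0.17 ± 0.25 (SD, n = 7) in MG1655, 0.23 ± 0.10 (SD, n = 7) in MDS42 and 1.31 ± 0.02 (SD, n = 3) in MG1655_heatshock. It was 2.56-fold higher with genome reduction (log10 change 0.41, standard error 0.08, adjusted p = 0.00030 from limma) and 30.5-fold higher with heat shock (log10 change 1.48, standard error 0.11, adjusted p = 4.8e-10 from limma).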

Owing to the positive correlation, the change in the expression of *dnaJ* was assumed to be multiplied, up to 78 folds, by the two simultaneously occurred perturbations. 

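The level of dnaJ (b0015) in MDS42_heatshock was 1.15 ± 0.11 (SD, n = 3), 20.9-fold higher than in MG1655 (log10 change 1.32, standard error 0.11). The product of the fold changes with each perturbation alone was 78.1. In MDS42, heat shock raised dnaJ 8.19-fold, and the heat shock changes of both strains differed by −0.57 on the log10 scale (standard error 0.15, adjusted p = 0.0051 from limma), which is −0.44 relative to the median gene.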

Actually, it was a 21-fold increase, a highly suppressed value, in the transcriptional change. To understand such repressed change in gene expression, the genetic concepts of epistasis and additivity were employed, as represented schematically in Figure 6A. These concepts are widely used to determine whether the final fitness or output is simply the sum of the effects of two genes (additivity) or whether one gene partially inhibits (negative epistasis) or enhances (positive epistasis) the effects of the other gene. The extended definition of epistasis could be applied to the interactions among the chemicals and molecules in highly complex biochemical reactions [38]. Here, the two analyzed effects were the transcriptional changes contributed by genome reduction (∆*T*_*G*_) and heat shock (∆*T*_*E*_) individually, and the final output was defined as the transcriptional changes that were produced when the genomic and heat shock perturbations occurred simultaneously (∆*T*_*F*_), *i*.*e*., the reduced genome undergoing heat shock (MDS42_heatshock). The slopes represent the transcriptional changes (∆*T*_*F*_) perturbed by the genome and environment in an additive or epistatic manner (Figure 6A, indicated by the solid black line and the broken gray line). The difference in the slopes, defined as *α*, represented the relative magnitude of the difference (repressed or increased) between the additive and simultaneous contributions.

**Figure 6:**
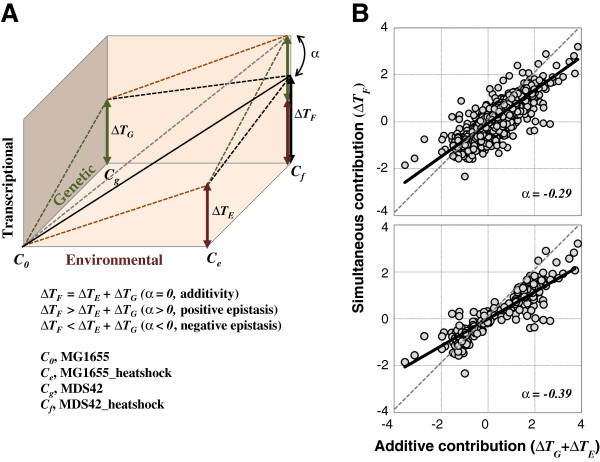
**Epistasis between genomic and environmental perturbations. A**. Schematic illustration of epistasis and additivity. The environmentally and genetically induced transcriptional changes are defined as *ΔT*_*E*_ and *ΔT*_*G*_, respectively. When genetic and environmental perturbations occurred together, the simultaneous change in expression is defined as *ΔT*_*F*_. The relationships among these three parameters were described with the indicated equations, where *α* represents the magnitude of the epistatic effect. **B**. Antagonistic epistasis in the transcriptome. The sum of the transcriptional changes caused separately by genetic and environmental perturbations (the additive contribution, *ΔT*_*E*_ + *ΔT*_*G*_) is plotted against the transcriptional changes caused simultaneously by both perturbations (the simultaneous contribution, *ΔT*_*F*_), *i*.*e*., the changes in gene expression between MDS42_heatshock and MG1655. The 3710 common genes and the genes showing significant fluctuations induced by either genetic or environmental perturbation (both DEGs_gr and DEGs_hs) are plotted in the upper and bottom panels, respectively. The values of *α* were calculated as follows: *α* = 1 – *k*, where *k* is the slope of the dot plot fit by linear regression, as indicated by the solid black line.

Accordingly, the relationship between the contributions of genome reduction and heat shock to transcriptome was subsequently analyzed in a genomic view. Considering the difference in the number of genes in MG1655 and MDS42, the common genes (3710 genes) shared with both strains were applied in the following analyses. The transcriptional changes due to these two independent contributors (genome and environment, as shown in Figure 5C) were added, and the sum was considered to be the additive contribution (∆*T*_*G*_ + ∆*T*_*E*_). The changes in gene expression between MDS42_heatshock and MG1655 represented simultaneous genetic and environmental interruptions (simultaneous contribution, ∆*T*_*F*_). The additive contribution was then plotted against the simultaneous contribution, as shown in Figure 6B. The simultaneous contribution showed a smaller magnitude of transcriptional changes than did the additive contribution (*α* < 0) (Figure 6B, upper panel), approximately 30% suppressive effect (*α* = −0.29, *p* < 0.001). It strongly indicated a negatively compensated relationship between the genomic and environmental contributions to the changes in the transcriptome, as so-called “antagonistic epistasis”. Moreover, the magnitude of the compensatory effect became larger (*α* = −0.39) in the gene groups of the DEGs_gr and the DEGs_hs (Figure 6B, bottom panel), suggesting that the negative epistasis became more significant, approximately 40%. Both the genetic and environmental perturbations alone triggered fluctuations in the transcriptome, whereas either perturbation repressed or limited the fluctuation caused by the other when both occurred simultaneously. These results indicated that negative epistasis may be universally involved in biological processes, although the underlying mechanisms and theoretical principles remain to be determined.

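Across the 3764 common genes, the slope k of the simultaneous on the additive contribution was 0.721 (jackknife standard error over arrays 0.030), which gives an α of −0.279 as k − 1. By the formula in the legend of Figure 6, 1 − k, it is 0.279. Chance deviations in the additive contribution lower such a slope. With exactly additive data and the gene-to-gene covariance of the arrays, k was 0.971 on average in 1000 simulations, of which 0 were as low as observed. The slope was 0.744 on average, between 0.677 and 0.842, when the additive contribution from separate arrays served as the instrument. With total least squares, the alternative that moved it most, k was 0.875. With the genetic and the environmental contribution as separate terms, their coefficients were 0.517 and 0.815. Each of the 3 MDS42_heatshock arrays alone gave a slope between 0.715 and 0.730.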

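Across the 184 genes that were DEGs_gr or DEGs_hs, k was 0.630 (jackknife standard error 0.023), an α of −0.370 as k − 1. With the lists of Table S2, k was 0.629. In 100 simulations of exactly additive data with the DEGs called again, k was 0.944 on average, and 0 were as low as observed. With the additive contribution from separate arrays as the instrument, it was 0.642. As separate terms, the genetic contribution had a coefficient of 0.677 and the environmental one of 0.595, in the reverse order of that over the common genes.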

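In absolute size, the simultaneous contribution was smaller than the additive contribution for 2407 of the 3764 common genes (63.9%) and for 142 of the 184 DEGs (77.2%). These counts were not set against exactly additive data. Over the common genes, the median was 0.31 for the additive and 0.18 for the simultaneous contribution, so their count may depend on the overall scale of the arrays. The SD across the common genes was 0.55 for the additive and 0.50 for the simultaneous contribution, and across the DEGs it was 1.58 and 1.12. From slopes below 1 over the common genes and, more so, over the DEGs, the paper proposes that the genomic and environmental contributions compensate each other negatively, as in antagonistic epistasis, and states that either perturbation limits the fluctuation caused by the other when both occur together.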

## Discussion

This study demonstrated a considerable interaction between the genetic and environmental contributions to the changes in the transcriptome, as evidenced by the identical preferred chromosomal periodicity, the directional similarities in the transcriptional changes, the overlaps between the perturbed regulatory networks, the positive correlation in transcriptional changes induced by the genetic and environmental contributions and the negative epistasis. Thus, our multilevel comparative analysis provided a global comparison of the effects of genomic and heat shock perturbations to the *E*. *coli* transcriptome. A more comprehensive evaluation based on the additional experiments under cross multiple conditions and a cross validation using the fruitful reported data sets are essential to figure out the common features of the genomic and environmental contributions to the reorganization in transcriptome.

The transcriptome analysis caught the genome reduction effect. The deleted regions were assumed to have crucial functions, on the basis of our novel observations of the reduced genome, along with the previous reports of its advantages in various applications [17,21,23] but its limited evolvability [20]. As these regions were largely occupied by genes that were derived from the IS/phage, that encoded structural components, or that had unknown or predicted functions, it highlighted the potential importance of these genes. We observed that the deletions altered the transcriptional efficiency, the stability of transcriptional patterns and the specificity of transcriptional changes. 

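The median gene was higher by 0.17 in MDS42 than in MG1655 over the 3764 common genes, and the sum of the concentrations of all genes was 18699 ± 9537 pM (SD, n = 7) in MDS42 and 7320 ± 1607 pM (SD, n = 7) in MG1655. The deleted genes held 3.13% of the MG1655 sum, between 2.62% and 3.78% on single arrays. If the sum were fixed and this share passed to the common genes, their levels would rise by 0.0138 on average. Among the DEGs_gr, 57 of 142 (40.1%) were higher in MDS42.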

The high average levels of gene expression (Figure 1B) and the strong significance of the DEGs_gr upregulation (Figure 4A) indicated that the elimination of the redundant genome sequence may save materials and energy, leading to increases in the transcriptional efficiency of the remaining genes. The observation that the fixed chromosomal periodicity (Figure 2C and D) was identical to the number of chromosomal macrodomains [33] indicated that the global transcriptional pattern may be stabilized by the complete removal of the flexible IS/phage regions. The slight but significant increase in the cell growth rate most likely resulted from this steady expression pattern, which potentially accelerated cell division [39]. The significant enrichment of genes of unknown function in the DEGs_gr and DEGs_hs (Figure 4C, Additional file 4: Table S3) suggested that these genes are easily disturbed. Additional analyses revealed an apparent bias in the genomic positions of the unknown function genes; these genes were preferentially located in areas near the deleted regions (Additional file 1: Figure S3), which explained the finding of genomic scar dependency in the DEGs_gr (Figure 4A). The genomic distribution of the functionally undefined genes reflected shared gene organization strategies [40] that were most likely shaped by evolution. Taken together, the data suggest the possibility of a relationship between the identities of the deleted genes (in particular, the genes of unknown function), the chromosomal distribution of the deleted genes, the global expression patterns (periodicity), and the cell growth (fitness).

The genomic and environmental contributions to transcriptome reorganization indicated a negative epistatic relationship (Figure 6B), that is, a negatively compensative relation of the transcriptional changes caused by the two contributors. Such relationship would inhibit the transcriptional fluctuation that was amplified by the positive correlation between the changes in gene expression triggered by the genetic and environmental interruptions (Figure 5C). Epistasis has largely been studied within the framework of genetics, *i*.*e*., how a mutation in one gene masks the phenotypic effect of a mutation in another gene [41,42]. The present study was the first to compare the contributions of the genome and the environment to the transcriptome and to include an analysis of the antagonistic (negative) epistasis involved in the reorganization of transcriptome. Because MDS42 was synthetically constructed and is therefore not a product of evolution in the wild nature, the antagonistic epistatic relationship between the genomic and environmental contributions suggested a universal innate principle of cell biology. This principle could be described as the need to restrict the consequences of two positively correlated effects to physiologically tolerable limits. The magnitude of the compensatory effect detected in the DEGs was larger than that in the 3710 common genes (Figure 6B) strongly supported this theory. 

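The slope k over the 184 DEGs was lower than that over the common genes by a difference of −0.091 (jackknife standard error over arrays 0.015). In 100 simulations in which every gene had the same slope and the DEGs were called again, the difference was −0.015 on average, between −0.049 and 0.003, and 0 of the 100 were as low as observed.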

The adage that the sum is less than its parts (*e*.*g*., ∆*T*_*G*_ + ∆*T*_*E*_ < ∆*T*_*F*_) appears to be applicable to the ability of living organisms to survive in severe environments for millions of years and to an earlier report of the robustness and/or plasticity of living systems [43], although more data are required to support this hypothesis.

## Conclusion

This study investigated the relationship between the genetic and environmental contributions to the bacterial transcriptome. Intriguingly, in addition to similarities and overlaps in periodicity, regulatory networks, DEGs and directionality, both positive correlations and negative epistasis between the genomic and environmental contributions to the global transcriptional activity were observed. These results linked the genome and the environment at the level of the transcriptome and revealed the epistatic nature of the genome-wide transcriptional reorganization that occurs universally in living cells in response to both endogenous and exogenous disturbances.

## Materials and methods

### Strains and culture conditions

The wild-type *E*. *coli* strain MG1655 was provided by the National BioResource Project, National Institute of Genetics, Shizuoka, Japan. The reduced-genome *E*. *coli* strain MDS42 was purchased from Scarab Genomics. The genome sequences of MG1655 and MDS42 were retrieved from the information deposited in the GenBank and DDBJ databanks and have accession IDs of U00096 and AP012306, respectively. When comparing the two deposited genome sequences, we found that 696 genes presented in MG1655 were absent in MDS42 (*i*.*e*., 696 deleted genes), consistent with the original report [17]. In addition, 22 genes showed mismatched sequences between two genomes (*i*.*e*., 22 mutated genes). Thus, a total of 3710 genes (if including *oriC*, then 3711 genes) of perfect matched sequences were determined to be common between the two strains. The bacterial cells were cultured in 5 mL of M63 minimal medium (62 mM K_2_HPO_4_, 39 mM KH_2_PO_4_, 15 mM (NH_4_)_2_SO_4_, 2 μM FeSO_4_·7H_2_O, 15 μM thiamine hydrochloride, 203 μM MgSO_4_·7H_2_O and 22 mM glucose) at 37°C with shaking at 200 rpm in a BR-21FP air incubator (Taitec).

### Cell culture conditions for the precise measurement of mRNA levels and growth rates

The cell cultures were established from a glycerol stock with two preculture steps, and serial transfers were performed during the exponential phase. The dilution rate needed to keep the final cell concentration at approximately 1-2 × 10^8^ cells/mL was calculated according to the growth rate observed during the previous day. The initial cell concentration (*C0*) was determined on the basis of the concentration of the preculture used for transfer and the dilution rate. The final cell concentration (*Ct*) was measured using a flow cytometric analysis (Canto II; Becton, Dickinson and Company) of the remainder of the cell cultures that had been sampled for microarray analysis. The growth rate was calculated according to the following formula: ln(*Ct*/*C0*)/*t*, where *Ct*, *C0*, and *t* represent the final and initial cell concentrations (cells/mL) and the culture time (h), respectively. This formula has been previously applied in the quantitative evaluation on bacterial growth in exponential phase [28,29,44].

### Heat shock experiment

As previous studies showed that heat shock response in *E*. *coli* was evidently induced within a few minutes (*i*.*e*., 5–10 minutes) after the temperature upshift from 30–37°C to 42–50°C [9,45-47], the condition for heat shock experiment was determined as a 5-min incubation following the temperature upshift from 37°C to 45°C [28]. Exponentially growing cells at approximately 10^8^ cells/mL were rapidly transferred to an adjacent water bath incubator (Personal-11EX; Taitec) set at 45°C. Following a 5-min incubation at 45°C, the cell culture was immediately poured into a cold phenol-ethanol solution to prepare the samples for microarray analysis. Each heat shock experiment was performed separately to enable the precise control of the timing of the heat shock to ensure that the mRNA levels accurately reflected the stress response.

### Microarrays and data extraction

A high-density DNA microarray covering the entire genome of the *E*. *coli* W3110 strain was utilized [26,27] as described elsewhere [28,29]. The sample preparation, the microarray analysis with the Affymetrix GeneChip system, and the data extraction based on the finite hybridization (FH) model [26] were performed as previously described [29]. To avoid any significant errors resulting from the diverse signal intensities of the GeneChips (*i*.*e*., to minimize experimental errors), only array results with highly similar distributions of probe fluorescence intensities were included in the subsequent expression analysis. The results of 20 arrays for the two strains under the two conditions were used (7 and 3 replicas of exponential growth under 37°C and 45°C heat shock conditions, respectively). The raw data from these 20 microarrays were deposited in the NCBI Gene Expression Omnibus database under the GEO Series accession number GSE33212 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE33212). The gene names are based on the genome information for W3110 and represent the genes in common between strains W3110 and MG1655 [37]. The entire dataset of gene names and categories is from GenoBase, Japan (http://ecoli.aist-nara.ac.jp/gb6/Download.html).

### Computational analyses and graphics

The transcription levels were determined as the log-scale mRNA concentrations (pM). The transcriptional changes (fluctuations) were calculated as the difference between the two transcription levels. Although several methods for the determination of chromosomal periodicity have been reported [4,32], a simple approach was used here. Each expression value that had been determined with the method described in the previous section was projected onto the genome site that corresponded to the gene position, using 100-base bins. Next, the series of expression levels along the genome was smoothed with a moving average of 500 bins (50 kb). The periodicity was calculated using a standard Fourier transform, and the significance of the periodicity was assessed with the chi-squared test. The approximate line of the periodicity was calculated using the highest peak (statistic significance) of the periodogram and was fitted by minimizing the square error between the approximate line and the series of expression values. Gene set enrichment analysis (GSEA) was performed according to the original report [36] using the available online tools (http://www.broadinstitute.org/gsea/index.jsp). The TF and sigma factor gene regulation datasets were from RegulonDB. To compare the responses of MG1655 and MDS42, we limited the gene sets to those genes that were included among the 3710 common genes. The pre-ranked gene lists used as the input for GSEA comprised genes filtered by the absolute value of their expression difference between MG1655_hs and MG1655 (or MDS42 and MG1655). The regulatory networks were visualized using Gephi software (http://gephi.org). Subsequently, the Bioconductor software package RankProd [34], which is based on the rank product method, was employed to identify the differential gene expression caused by genome reduction and the heat shock response. The rank product method is a nonparametric statistical method derived from biological reasoning that detects items that are consistently ranked high or low in a number of lists. An advantage of this method is its ability to identify biologically relevant expression changes among a relatively small number of samples [35]. Finally, the statistical analyses, with the exception of GSEA, were performed using R software [48] (http://www.r-project.org), and the array plot (heat map) of the gene categories was constructed using Mathematica 8 (Wolfram Research).

## Abbreviations

*E*. *coli*: *Escherichia coli*; TF: Transcription factor; bp: Base pair; kb: Kilobase; gr: Genome reduction; hs: Heat shock; DEGs: Differentially expressed genes; FDR: False discovery rate; GSEA: Gene set enrichment analysis.

## Competing interests

The authors declare that there is no competing interest.

## Authors’ contributions

BWY and TY conceived the research; BWY designed and performed the experiments; BWY, SS and TY analyzed the data; FK, HM and TY provided the analytic tools; and BWY, SS and TY wrote the manuscript. All the authors read and approved the final manuscript for publication.

## Supplementary Material

Additional file 1 **Figure S1.** Chromosomal locations of the DEGs. **Figure S2**. Statistical analysis. **Figure S3**. Genes of unknown function. **Figure S4**. A close-up view of the transition in major peaks. Click here for file

Additional file 2 **Table S1.** Detailed results of the gene set enrichment analysis. Click here for file

Additional file 3 **Table S2.** List of the DEGs. Click here for file

Additional file 4 **Table S3.** Analysis of the enriched gene categories. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

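The transcriptomes of E. coli MG1655 and MDS42 were measured on 20 custom high-density arrays designed for W3110, 7 per strain in exponential growth at 37°C and 3 per strain after 5 min of heat shock at 45°C. According to the paper's methods, the authors left out arrays with dissimilar distributions of probe intensities, and estimated the mRNA concentration of each gene on each array with the finite hybridization model. The deposited values are the log10 of these concentrations in pM, as the authors made them, with 1 column per array and no pooling of replicates. The paper's text states no scaling between arrays, and the medians of the arrays were not equal. The values were used here as deposited. The probe intensities were not analysed here.

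Of 4499 lines in the table, 17 belonged to genes of W3110 only. The other 4482 carried a locus tag, and 4473 genes were used after repeated tags and the origin of replication were left out. Genes were ordered with the reference annotation of MG1655 (ASM584v2), which placed 4383 of them. Sequences and positions were not used here. The genes deleted in MDS42 were inferred with a hidden Markov model with 2 states along the gene order, with a chance of 0.01 per gene of entering and 0.05 of leaving a deleted run and a posterior of 0.5. The input of the model was chosen after the data were seen, among 3 that were tried. This gave 3764 common genes, 709 deleted genes and 37 genomic scars. The genes of the DEG lists in Table S2 were kept as common genes.

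The number of arrays and the spread between them limit the precision. Across replicate pairs, Pearson's r was between 0.958 and 0.989, and the SD of the median gene was 0.07 in MG1655, 0.04 in MG1655_heatshock, 0.11 in MDS42 and 0.12 in MDS42_heatshock. The table holds no detection call or background, so the lowest levels carry no sign of whether a transcript was present. The groups were compared as unpaired.

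Changes were compared between MDS42 and MG1655 (genome reduction), MG1655_heatshock and MG1655 (heat shock), MDS42_heatshock and MDS42, and MDS42_heatshock and MG1655 (simultaneous contribution), together with the interaction of genome reduction and heat shock. DEGs were called with an implementation of the rank product method in Python, with 100 permutations, seed 1 and an FDR under 0.001. Standard errors and adjusted p values of single genes came from limma with the 4 groups in 1 model, with a threshold of 0.05. Gene families were tested with camera, with a preset correlation of 0.01, and with fry. Differences in the median, interquartile range and skewness of the levels and in the periodicity were tested with exact permutation tests over arrays. The periodicity was the Fourier power along the gene order after a moving average of 48 genes. Distances to scars were counted in genes and tested with 100000 permutations. Correlations of DEGs were set against 10000 random gene sets. The categories of Table S2 were tested with the one-tailed binomial test. Named are the genes that the paper names, the regulators of Table 1 as a summary, and for genome reduction, heat shock in MG1655 and the interaction the 3 genes with the largest increase and the 3 with the largest decrease among those past the threshold whose arrays do not overlap between the groups, and for the interaction among those past the threshold.

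The samples of each group, the tests and the alternatives were chosen before the data were examined, except where stated otherwise. The alternatives were arrays centered on their medians, quantile normalization, a filter that leaves out the 10% of genes with the lowest levels, medians over arrays, leaving out each array, a block for the replicate number, limma in place of the rank product, an FDR under 0.01, other gene lists, other smoothing, circular shifts, other set tests and other slope estimates. The methods were tested on simulated data. The rank product found 200 of 200 genes with a log10 change of 1 between 7 arrays and 7 and 98 of 200 between 3 arrays and 7. With limma, 181, 163 and 66 of 200 genes with a 2-fold change were found for genome reduction, heat shock and the interaction. Of 50 gene sets planted near scars, 50 were found, and of 50 random sets 1. The slope estimate with separate arrays gave 0.699 for a true slope of 0.7. The networks of RegulonDB, genome positions and the sequences of both strains were not analysed here. Analyses were made with R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.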

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

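In the following, the comparison of scalings for the interaction, the regrouping of arrays for the interaction count and the comparison of the levels of clpB, ibpA and dnaJ after heat shock were chosen after the result was seen. The other tests were not.

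In 2 groups of arrays, a single array lay far from the others. The level of yafF in MDS42 was −2.38 in replicate 4 and between −4.43 and −4.18 in the others, and the gap was 0.879 of the whole range. The level of sfmC in MDS42 was −2.54 in replicate 5 and between −4.39 and −4.37 in the others, a gap of 0.990 of the range. Both gaps exceed the 95% critical value of Dixon's test for 7 arrays. Chance gives such gaps in about 1 of 20 groups, and of the 62 groups tested 2 exceeded the value, compared with 3.1 expected by chance. The gaps were on different arrays. Both genes are near the lowest levels of the array in these other arrays, where the scatter of a weak signal may give such values. This was not tested, and the design gives no biological difference within a group. Without MDS42 replicate 4, the change of yafF with genome reduction was −2.12, compared with −1.84, and its interaction was 1.17 (limma, adjusted p = 0.0019, between 0.0019 and 0.197 over the alternatives), compared with 0.90 (limma, adjusted p = 0.13).

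The heat shock change differed between MDS42 and MG1655 in 1416 genes (limma, interaction, adjusted p under 0.05), of which 172 had a higher and 1244 a lower change in MDS42. Of 100 regroupings of the arrays, including the real one, 1 gave as many genes, and the largest other count was 772. The regroupings exchanged the strains within each temperature, so the difference between the strains entered the regrouped groups and their spread. Their counts are not those expected without an interaction, and they cannot exclude chance for the count. The direction depends on the scaling of the arrays. The median gene had an interaction of −0.14 (−0.45 on the log2 scale). With centered arrays, 1592 genes had a higher and 881 a lower change, and with quantile normalized arrays 1477 and 1073. A real difference in the total response of the strains and a difference in overall scale between the arrays of the groups cannot be told apart for this split, since the values hold no reference that fixes the scale.

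Among the genes named by the paper or picked by the size of their change, the heat shock change in MDS42 minus that in MG1655 was −0.89 for gadX, −0.36 for rpoD, −1.08 for clpB, −0.91 for ibpA, −0.57 for dnaJ, −0.52 for rspB, −1.10 for rspA, −2.04 for yeaJ, −0.86 for ibpB, −2.75 for yodA, −2.42 for metA and −2.35 for yjdK, and 1.58 for yecR, 1.98 for cspH, 1.75 for sfmC and 1.70 for frlA (limma, adjusted p between 3.1e-09 for rspA and 0.049 for sfmC). The 12 negative changes lie from −0.23 for rpoD to −2.61 for yodA relative to the median gene. Over the alternatives, the adjusted p of sfmC was between 0.0084 and 0.145 and under 0.05 in 8 of 23, and that of frlA was under 0.05 in 18 of 23 and at most 0.058. The call of sfmC is lost without any 1 of 15 arrays, for example with 1.32 (adjusted p = 0.145) without MDS42_heatshock replicate 1. That of frlA is lost without MDS42_heatshock replicate 2 (1.70, adjusted p = 0.054) or 3 (1.71, adjusted p = 0.058) and without MG1655_heatshock replicate 1 (1.69, adjusted p = 0.056), 2 (1.72, adjusted p = 0.056) or 3 (1.69, adjusted p = 0.054). The mean levels of frlA were −4.62 in MG1655_heatshock, −4.66 in MDS42 and −4.71 in MDS42_heatshock, near the lowest of the array in these 3 groups. A fall with heat shock in MDS42 cannot be measured from there, so the positive value of frlA is fixed by this limit and shows no difference in response. In at least 1 group, the levels of sfmC, cspH, yjdK and yeaJ are near the lowest of the array on some of the arrays, so the size of their changes is uncertain, and for sfmC the interaction itself. For gadX, rpoD, clpB, ibpA and dnaJ, the interaction kept its sign with centered and with quantile normalized arrays. The smaller heat shock change of clpB, ibpA and dnaJ in MDS42 cannot come from an upper limit of the measured levels, since each of these genes was higher on each MG1655_heatshock array than on any MDS42_heatshock array, with the smallest difference of the means, 0.16, for dnaJ. An effect of genome reduction on their response may be an explanation, as a hypothesis, and a difference in overall scale between the arrays stays open for a part of each change, since the median gene had a negative interaction as well.

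The paper does not report the genes changed by heat shock within MDS42. The rank product gave 81 such genes, of which 54 were higher and 27 lower. Over 20 seeds of the permutations, the number was between 45 and 92, with 25 to 63 higher and 13 to 42 lower. Of 100 regroupings of the 10 arrays, including the real one, 1 gave as many, and the largest other count was 13, so chance can be excluded. With the 56 DEGs_hs of MG1655, which come from other arrays, 21 were shared, and all 21 changed in the same direction, 13 higher and 8 lower. Centering the arrays cannot change these calls. Without the 10% of genes with the lowest levels, the calls numbered 142, of which 31 (21.8%) were higher, compared with 66.7% higher among the 81. The count rests on all 3 heat shock arrays, with 12, 15 and 8 calls without MDS42_heatshock replicate 1, 2 and 3. A heat shock response in MDS42 that overlaps that of MG1655 is a possible explanation of the shared genes.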

How the results depend on the processing

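In the following, the alternatives with 1000 permutations, with other calls of the common genes, with genes of middle level, with the lists of Table S2 combined with circular shifts or matched random sets, and without the genes beside scars were chosen after the data were seen. Of 950 alternative values of the results at a claim, 797 stayed on the same side or within the spread, 14 fell short of the threshold, and 139 moved further. These counts do not include turns of the split between higher and lower genes by limma, which depends on the scaling. Genome reduction had 2556 higher and 88 lower genes, 1120 and 1319 with centered and 1154 and 1277 with quantile normalized arrays. Heat shock had 1838 and 754, and 1529 and 1554 with quantile normalization. The interaction turned from 172 and 1244 to 1592 and 881 with centered arrays. Of 1587 alternative values of single genes, families and categories, 1533 were of the same direction and side, 28 fell short of the threshold, 17 passed it and 9 turned. The slope k stayed below 1 under each of its alternatives, from 0.672 to 0.875 over the common genes and from 0.582 to 0.682 over the DEGs, and r of the contributions stayed positive, from 0.460 to 0.661. Values with disjoint arrays enter these ranges as means over splits. With disjoint MG1655 arrays for the simultaneous and additive contributions, the 70 splits gave a k between 0.505 and 0.916 over the common genes. Over the DEGs, k was between 0.451 and 0.805. The number of periods in each group stayed as found, apart from MG1655_heatshock on ranks. The number of DEGs_gr was between 118 and 177 under its alternatives apart from limma and an FDR under 0.01, and between 138 and 179 over 20 seeds of the permutations. Unless stated, the cause of a change was not tested. The rank product with centered arrays cannot differ by construction. Other smoothing changes the shares of power, for example that of 7 periods in MG1655 from 9.87% to 6.78% with 24 genes and 15.8% with 95, but it scales each number of periods alike on all arrays with the same genes, so the differences in the log10 power ratio between such arrays cannot change and say nothing about stability.

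At an FDR under 0.01, more genes were called by construction, 305 DEGs_gr (146 higher, 159 lower), 177 DEGs_hs (110 higher, 67 lower), 194 DEGs_hs in MDS42 (109 higher, 85 lower) and an overlap of 81 (46 higher, 32 lower, 3 opposite). With limma at an adjusted p under 0.001, there were 1383 DEGs_gr (1337 higher, 46 lower), 1653 DEGs_hs (1220 higher, 433 lower), 1377 in MDS42 (558 higher, 819 lower) and an overlap of 847 (804 higher, 19 lower, 24 opposite). The filter gave 125 DEGs_hs with 103 lower (17.6% higher, compared with 44.6% without it), 142 in MDS42 (31 higher, 111 lower) and an overlap of 34 (8 higher, 26 lower). Quantile normalization gave 43 higher DEGs_hs (57.3% higher) and 9 genes higher in both. All genes in place of the common genes gave 100 DEGs_hs, 54 higher. MG1655 replicates 1 to 3 alone, with fewer arrays, gave 18 DEGs_hs (5 higher, 13 lower). With 1000 permutations, 42 DEGs_hs were higher, and the overlap was 22 with 12 higher. Stricter calls of the common genes gave 41 higher DEGs_hs and 13 higher in both, and common genes with 1 deletion component gave 46 and 12.

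Leaving out 1 array at a time gave 118 to 161 DEGs_gr, 6 to 70 DEGs_hs (4 to 40 higher, 2 to 31 lower), 8 to 73 DEGs_hs in MDS42 (8 to 47 higher, 0 to 28 lower), an overlap of 1 to 24 (0 to 15 higher, 1 to 9 lower) and 96 to 264 genes with a higher interaction. The lowest DEGs_hs counts were 7, 7 and 6 without MG1655_heatshock replicate 1, 2 and 3, which leaves 2 arrays, and the lowest in MDS42 were 12, 15 and 8 without MDS42_heatshock replicate 1, 2 and 3. The overlap was 2, 2 and 1 without MG1655_heatshock replicate 1, 2 and 3, and 24 and 23 without MG1655 replicate 1 and 2. Over the same alternatives, r of the DEGs_gr under heat shock was 0.598 to 0.758, r of the DEGs_hs under genome reduction 0.872 to 0.969, and k of the DEGs 0.607 to 0.657. The difference in the log10 power ratio between MG1655_heatshock and MG1655 over the common genes was 0.0686 to 0.0962, with an exact p of 0.056 without MG1655_heatshock replicate 2 or 3.

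The interaction gave 2473 genes (1592 higher) with centered arrays, 2550 (1477 higher) with quantile normalized arrays and 578 (27 higher, 551 lower) at an adjusted p under 0.001. The filter gave r of 0.959 for MDS42 against MG1655, 0.829 for heat shock, 0.539 for the DEGs_gr and 0.815 for the DEGs_hs, and k of 0.665 for the DEGs. Medians over arrays gave 0.955, 0.864, 0.853 for the DEGs_hs, 0.593 for the contributions, and k of 0.672 for the common genes and 0.594 for the DEGs. Spearman's rho of the contributions was 0.661. Total least squares gave k of 0.875 and 0.682, and the genes of middle level gave 0.775. The share of matched random sets with an r as low as that of the DEGs_hs was 5.27%. On ranks, MG1655_heatshock had 7 periods, and its log10 power ratio turned from 0.0146 to −0.118.

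Scar distances of the DEGs called by limma gave p of 0.154 (0.201 higher, 0.242 lower). With 1 gene per run of adjacent DEGs, p was 0.244 for the higher and 0.0684 for the lower DEGs_gr, and with circular shifts 0.311 for the lower. With the lists of Table S2, circular shifts gave 0.0253 for the higher and 0.330 for the lower DEGs_gr, and 1 gene per run gave 0.0365 and 0.0455. Without the 3 genes on each side of every scar, p was 0.118, 0.464 for the higher and 0.156 for the lower DEGs_gr. With the lists of Table S2, the enriched categories numbered 1 in the higher DEGs_gr, 3 in all and 3 in the higher DEGs_hs and 2 in the overlap, and Factor turned from fewer to more than expected in the higher DEGs_gr (exact p = 0.0375). The estimated correlation left 1 and 0 families for genome reduction and heat shock by camera (0 at an unadjusted p under 0.05 for heat shock), and fry called 8 and 7. By fry, which tests against no change and not against the other genes, the direction for genome reduction turned for pur (adjusted p = 0.580), cys (0.0093) and gln (0.0229), and over all alternatives the adjusted p of pur was between 1.5e-05 and 0.783. The interquartile range of MDS42 and MG1655 over the common genes gave an exact p of 0.191. Single changes that turned were rpoD, genome reduction (−0.035 centered, −0.0146 quantile), purR, genome reduction (−0.0044 centered), purR, heat shock (−0.036 quantile, −0.029 centered), and rpoH, interaction (0.14 centered, 0.024 quantile, 0.0071 without MDS42_heatshock replicate 3), and those of purR with heat shock and of rpoH in the interaction were not past the threshold to begin with. Centering and quantile normalization remove the shift of the median gene by construction.

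Whether the replicate numbers pair the arrays stays open, since arrays with different numbers were not compared. Between MG1655 and MDS42 arrays with the same number, the correlation of the deviations from the group means was between −0.13 and 0.29. Its median was 0.16, and it was over 0.1 in 4 of 7 pairs. With a replicate block, 15 DEGs_hs (5 higher, 10 lower), 19 in MDS42 (7 higher, 12 lower) and an overlap of 3 (0 higher, 3 lower) were called, with r of 0.897 for heat shock and 0.778 for the DEGs_gr and k of 0.582 for the DEGs. The intended alternatives with gene starts in bins, with empty bins filled and with distances from gene midpoints were not run, since positions were not used here. The values hold no background or detection call, so signal over background could not be set as a limit. The filter on the 10% of genes with the lowest levels stands in for it, and changes of genes near the lowest levels are the least certain.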

Differences from the paper's values

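The 1000 permutations, the stricter calls and the calls with 1 deletion component named here were chosen after seeing the values. The paper's count of DEGs_hs is 95, and 56 were called here. Of the alternatives set before the data were examined, the difference is no longer above 1.5-fold with quantile normalization (75), the filter (125), all genes (100), and without MG1655 replicate 1, 2, 3, 4, 5 or 7 (64 to 70). It stays above with centered arrays (56), the replicate block (15), an FDR under 0.01 (177), without MG1655 replicate 6 (62), without any 1 of the MG1655_heatshock arrays (6 or 7), MG1655 replicates 1 to 3 (18) and limma (1653). For the higher DEGs_hs, the paper's count is 64, and 25 were called here. It is within 1.5-fold with quantile normalization (43) and all genes (54), and not with centered arrays (25), the filter (22), the replicate block (5), an FDR under 0.01 (110), without any 1 array (4 to 40), MG1655 replicates 1 to 3 (5) and limma (1220). Chosen after seeing the values, 1000 permutations gave 74 DEGs_hs (42 higher), the stricter calls 70 (41 higher) and 1 deletion component 75 (46 higher). At an FDR under 0.01, each listed DEG was called here. The numbers of called genes vary with the seed of the permutations, from 35 to 84 DEGs_hs and from 10 to 50 higher ones over 20 seeds.

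The paper's overlap of DEGs_gr and DEGs_hs is 31, and 14 genes overlapped here. The filter (34) and leaving out MG1655 replicate 1 (24) or 2 (23) bring it within 1.5-fold. Quantile normalization (19), centered arrays (14), the replicate block (3), an FDR under 0.01 (81), leaving out any other array (1 to 17) and limma (847) do not. The paper's count of genes higher in both is 20, and 5 were found here. Without MG1655 replicate 1 (15) or 2 (14) it is within 1.5-fold, and with quantile normalization (9), centered arrays (5), the filter (8), the replicate block (0), an FDR under 0.01 (46), without any other array (0 to 8) and with limma (804) it is not. Chosen after seeing the values, 1000 permutations gave an overlap of 22 (12 higher), the stricter calls 21 (13 higher) and 1 deletion component 20 (12 higher). The paper's count of genes that changed in opposite directions is 1, and 0 were called here by the rank product. An FDR under 0.01 gave 3, limma gave 24, and the other alternatives gave 0.

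The paper states that the shape of the distribution of expression levels was not altered. The interquartile range was 1.13 in MG1655 and 0.96 in MG1655_heatshock (exact test, p = 0.0083). The paper states that random deletions do not give the altered periodicity. Here, random deletions gave a power ratio of 6 to 7 periods as high as the actual ones in 17.3% of the sets for MG1655 and in 18.4% for MG1655_heatshock. The statistic behind the paper's statement was not used here, so both need not be comparable.

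The paper states that gadX was induced only by genome reduction. By limma it was higher also with heat shock, by 0.24 (adjusted p = 0.0029, between 4.7e-05 and 0.020 over the alternatives), whereas by the rank product the FDR with heat shock was 1.19. The paper states that rpoD was induced only by heat shock. By limma it changed by 0.14 with genome reduction (adjusted p = 0.0086, between 0.0028 and 0.13 over the alternatives), but by −0.04 with centered arrays, and the rank product did not call it. The paper states that the network of gadX was suppressed by heat shock. The 3 gad genes tested here were higher with heat shock, with a median change of 0.23, and the full network was not analysed here. The paper states that networks such as that of purR changed in the same direction with both perturbations. The pur genes had a median change of 0.03 with genome reduction and −0.36 with heat shock, and with centered (−0.14) or quantile normalized arrays (−0.11) the direction was the same in both.

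The paper lists clpB and ibpA among the genes changed by both perturbations. Their FDR with genome reduction was 0.0020 and 0.0018 here, so the rank product called them at an FDR under 0.01 and not under 0.001. The paper states that yafF was induced by heat shock. Its FDR was 0.0031 here, and it was called at an FDR under 0.01. The paper states that Factor is enriched in the higher DEGs_gr and is the most enriched category in the overlap. With the genes called here, 2 of the higher DEGs_gr and 2 of the overlapping genes were in Factor (exact p = 0.62 and 0.096), and with the lists of Table S2 the exact p was 0.0375 and 0.00094. The paper states that RNA genes are highly enriched in the higher DEGs_gr and that Unknown function is among the highly enriched categories of the DEGs_hs. With the genes called here, the exact p was 0.021 and 0.011, and with the lists of Table S2 it was 0.0017 and 0.00039. The paper states that the r of the DEGs_hs under genome reduction was significantly lower than that of the common genes. With the DEGs_hs called here, 451 of 10000 random sets had an r as low, and 527 of 10000 matched on level had. With the DEGs_hs of Table S2, 256 unmatched and 63 matched sets had. For genes picked by their heat shock change, an r as low was found in 0 of 1000 simulations without an effect. It was found in 0 with unrelated changes and in 41 with these exchanged only among genes of similar level.

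The formula of the paper for α, 1 − k, gives positive values for slopes below 1, whereas its text gives negative ones. The values here are −0.279 and −0.370 as k − 1. Table S2 holds 64 higher DEGs_hs, and Figure 4C prints 1 fewer.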

Other observations

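In the following, the simulation with unrelated changes, the scar distances of each direction without the genes beside scars or with neighboring DEGs taken together, the lists of Table S2 in these tests, and the regrouping of arrays for families and regulators were chosen after the result was seen.

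The genetic and environmental contributions share the MG1655 arrays, which may give a positive r by itself. With no effect at all, simulated groups gave an r of 0.517 on average, as high as the observed 0.509 in 523 of 1000, because only the shared deviation is then left. With disjoint MG1655 arrays for both contributions, r was 0.460 on average over 70 assignments, and 37 of 1000 simulations without an effect were as high. With unrelated changes of the observed size, the highest r of 1000 simulations was 0.239, and the deviation of the MG1655 mean gave 6.73% of the covariance of the contributions on average. Noise of the shared arrays is therefore too small to give the observed r. A deviation common to all 7 MG1655 arrays would enter both contributions in the same way, cannot be removed with these arrays, and stays open.

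A slope of the simultaneous on the additive contribution below 1 could come from measurement noise in the additive contribution, which lowers a least-squares slope. With separate arrays as the instrument, which removes this effect, the slope was 0.744, between 0.677 and 0.842, and exactly additive data gave 0.971 on average and in 0 of 1000 simulations a slope as low as 0.721. It could also come from the upper and lower limits of the measured levels. Over 2534 genes of middle level, the slope with the instrument was 0.784, between 0.729 and 0.873. Neither gives the whole deviation from 1. The lower slope over the DEGs could come from picking genes by chance deviations in the arrays of the additive contribution. In data with a single slope this gave a difference of −0.0145 on average, compared with the observed −0.091, and 0 of 100 simulations were as low. A deviation common to all MG1655 arrays enters the additive contribution with double weight and the simultaneous one once, and would lower the slope as well. It was not tested and stays open, so that antagonistic epistasis remains a hypothesis.

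The higher median level in MDS42 over the common genes, 0.17, could come from the same total amount of mRNA spread over fewer genes. The deleted genes held 3.13% of the total in MG1655, which gives a shift of 0.0138, too small for the observed one. A difference in overall scale between the arrays of both strains stays open, since the values hold no reference that fixes the scale.

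The closeness of DEGs_gr to scars could come from neighboring genes being counted as independent. Circular shifts, which keep neighbors together, gave a two-sided p of 0.039 over all DEGs_gr, and 1 gene per run of adjacent DEGs gave a permutation p of 0.033, so this is not the whole cause for the DEGs_gr together. For the higher DEGs_gr taken alone, p was 0.049 with circular shifts and 0.244 with 1 gene per run, and for the lower ones 0.311 and 0.068, so for each direction of the DEGs_gr called here the closeness cannot be told apart from the effect of neighboring DEGs. With the lists of Table S2, p was 0.0253 and 0.0365 for the higher and 0.330 and 0.0455 for the lower ones, so the result for each direction alone depends on the list. It could also come from deleted genes that were counted as common genes next to scars, which would make only lower DEGs_gr close. A deleted gene is lower in MDS42 and cannot be among the higher DEGs_gr, which were closer as well in the test that counts each gene (two-sided permutation test, p = 0.0041), so this is not the source of their closeness. For the lower DEGs_gr, p was 0.156 without the 3 genes on each side of every scar. This cannot be told apart from an effect on real neighbors, since the removed genes include the closest of these. For the higher DEGs_gr, the same removal gave p = 0.464 in the permutation test, so their closeness was not found without the genes beside scars. An effect of the deletions on neighboring genes stays a hypothesis.

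Of 100 regroupings of the arrays, including the real one, 1 gave as many DEGs_gr and 1 as many DEGs_hs. The largest other count was 15 for the DEGs_hs, compared with 56, so chance can be excluded for this count. For the DEGs_gr it was 119, compared with 142, and simulated groups without any effect gave up to 117. Without MG1655 replicate 7, 118 DEGs_gr were called, so chance is excluded for their count only by a narrow margin. For the regulators of Table 1, 2 gave as many changed with genome reduction, of which the regrouped one gave 22, more than the real 21, and 1 gave as many with heat shock. The study chose this list on the same samples, so these shares are not independent evidence against chance. For the gene families called by camera, 47 gave as many with genome reduction and 67 with heat shock, so chance cannot be excluded for these counts.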
